# Mediator subunit Med12 contributes to the maintenance of neural stem cell identity

**DOI:** 10.1186/s12861-016-0114-0

**Published:** 2016-05-17

**Authors:** Nam Hee Kim, Carolina B. Livi, P. Renee Yew, Thomas G. Boyer

**Keywords:** Med12, Mediator, Neural stem cell, Cell adhesion, Cell cycle, Gene expression, Microarray

## Abstract

**Background:**

The RNA polymerase II transcriptional Mediator subunit Med12 is broadly implicated in vertebrate brain development, and genetic variation in human MED12 is associated with X-linked intellectual disability and neuropsychiatric disorders. Although prior studies have begun to elaborate the functional contribution of Med12 within key neurodevelopmental pathways, a more complete description of Med12 function in the developing nervous system, including the specific biological networks and cellular processes under its regulatory influence, remains to be established. Herein, we sought to clarify the global contribution of Med12 to neural stem cell (NSC) biology through unbiased transcriptome profiling of mouse embryonic stem (ES) cell-derived NSCs following RNAi-mediated Med12 depletion.

**Results:**

A total of 240 genes (177 up, 73 down) were differentially expressed in Med12-knockdown versus control mouse NS-5 (mNS-5) NSCs. Gene set enrichment analysis revealed Med12 to be prominently linked with “cell-to-cell interaction” and “cell cycle” networks, and subsequent functional studies confirmed these associations. Targeted depletion of Med12 led to enhanced NSC adhesion and upregulation of cell adhesion genes, including *Syndecan 2* (*Sdc2*). Concomitant depletion of both Sdc2 and Med12 reversed enhanced cell adhesion triggered by Med12 knockdown alone, confirming that Med12 negatively regulates NSC cell adhesion by suppressing the expression of cell adhesion molecules. Med12-mediated suppression of NSC adhesion is a dynamically regulated process in vitro, enforced in self-renewing NSCs and alleviated during the course of neuronal differentiation. Accordingly, Med12 depletion enhanced adhesion and prolonged survival of mNS-5 NSCs induced to differentiate on gelatin, effects that were bypassed completely by growth on laminin. On the other hand, Med12 depletion in mNS-5 NSCs led to reduced expression of G1/S phase cell cycle regulators and a concordant G1/S phase cell cycle block without evidence of apoptosis, resulting in a severe proliferation defect.

**Conclusions:**

Med12 contributes to the maintenance of NSC identity through a functionally bipartite role in suppression and activation of gene expression programs dedicated to cell adhesion and G1/S phase cell cycle progression, respectively. Med12 may thus contribute to the regulatory apparatus that controls the balance between NSC self-renewal and differentiation, with important implications for MED12-linked neurodevelopmental disorders.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12861-016-0114-0) contains supplementary material, which is available to authorized users.

## Background

Development of the mammalian brain is an intricate and protracted process that initiates with neurulation in the gastrulating embryo and extends postnatally to structural and experiential maturation in the adult. This process involves a highly orchestrated and spatiotemporally restricted series of stages, involving initial neurogenesis followed by neuronal migration, differentiation, synaptogenesis, and establishment of neural connectivity [1–3]. In parallel, non-neuronal programs, including gliogenesis, myelination, and angiogenesis complete the development and maturation processes [4–6]. During neurogenesis, an initial pool of primary neural stem cells (NSCs), corresponding to neural tube-derived neuroepithelial cells, undergoes a gradual switch from symmetrical autoreplicative divisions to asymmetrical neurogenic divisions to produce a progressively restricted set of neural progenitors that, in turn, specify the final complement of neuronal subtypes and macroglia that populate individual brain structures [2, 7, 8]. An appropriate balance between symmetric (self-renewing) and asymmetric (differentiative) cell divisions is critical to ensure maintenance of an adequate pool of founder progenitors as well as the proper number and distribution of their more fate-restricted derivatives, all of which contribute to the final neuronal output. The choice between self-renewal and differentiation is largely determined by programmed gene expression changes, many at the transcriptional level, in response to signals propagated by autocrine, paracrine, and exocrine soluble factors, as well as cell-cell and cell-matrix interactions [9–12]. Accordingly, genetic or environmental perturbations that disrupt physiologic transcription controls can alter NSC fate leading to neurodevelopmental defects.

In metazoans, signal-dependent developmental regulation of RNA polymerase II (Pol II) transcription requires Mediator, a conserved multi-subunit signal processor through which regulatory information conveyed by gene-specific transcription factors is transduced to Pol II. Functionally, Mediator acts to control and coordinate multiple steps in the transcription process, including pre-initiation complex (PIC) formation through chromatin reconfiguration and Pol II recruitment, early initiation events linked to Pol II promoter escape, Pol II pausing and elongation, and co-transcriptional RNA processing [13–18]. Structurally, Mediator is assembled from multiple constituent subunits (30 in mammals) arranged into 4 distinct modules, including “head”, “middle”, “tail”, and a dissociable 4-subunit “kinase” module comprising Med13, Med12, Cyclin C (CycC), and Cdk8 (or its mutually exclusive paralog Cdk19) [19–23]. Within the kinase module, Med12 is a critical transducer of regulatory information conveyed by signal-activated transcription factors linked to diverse pathways critical for proper brain development and function, including the Sonic hedgehog, Wnt, Notch, and EGF pathways, among others [24–28]. Notably, Med12 is an obligate activator of CycC-dependent Cdk8/19 in Mediator, and Med12-mediated signaling can therefore occur in a manner dependent or independent of Cdk8/19 [13, 28–31].

Because of its critical role as an endpoint in key developmental signaling pathways, Med12 is broadly implicated in vertebrate neural development. In zebrafish, Med12 has been shown to be required for proper development of the brain and neural crest where it plays an essential role in the production of monoaminergic neurons and cranial sensory ganglia through selective regulation of neuronal-specific gene expression [32–34]. More recently, Med12 was shown to be required for hindbrain boundary formation and a notable reduction of cell proliferation was found in the hindbrain of Med12 mutant zebrafish [35]. Studies in hypomorphic Med12 mutant mouse embryos revealed that Med12 is essential for early mouse development and required for neural tube closure and axis elongation, which is likely to be caused by the disruption of the Wnt/β-catenin and Wnt/planar cell polarity (PCP) signaling [36]. Finally, in humans, genetic variation in MED12 is associated with cognitive and behavioral dysfunction. For example, polymorphisms in the MED12 C-terminus have been linked with neuropsychiatric illness, including schizophrenia and psychosis [37–39]. Furthermore, missense mutations in MED12, located on Xq13, have been shown to be causative for a growing number of X-linked intellectual disability (XLID) disorders, including FG (or Opitz-Kaveggia), Lujan-Fryns (or Lujan), and Ohdo (MKB type) syndromes [40–42]. Recent molecular genetic and biochemical studies have uncovered key developmental signaling pathways dysregulated as a consequence of these pathogenic mutations in MED12, suggesting possible bases to explain at least some of the clinical phenotypes associated with these developmental disorders. In this regard, MED12 mutations linked with FG, Lujan and Ohdo syndrome have all been shown to disrupt epigenetic repression of neuronal gene expression imposed by the RE1 silencing transcription factor/neural restrictive silencer factor (REST/NRSF), a master regulator of neuronal fate [13, 29, 42]. Furthermore, MED12 mutations linked with FG and Lujan syndromes were shown to disrupt a Mediator imposed constraint on GLI3-dependent SHH signaling [27, 28]. Nonetheless, a more complete description of Med12 function in the developing nervous system, including the specific biological networks and cellular processes under its regulatory influence, remains to be firmly established. With this goal in mind, we herein combined targeted Med12 depletion with global transcriptome profiling in mouse NSCs (mNSCs). These studies reveal a functionally bipartite role for Med12 in the concurrent suppression and activation of gene expression programs dedicated to cell adhesion and G1/S phase cell cycle progression, respectively, thus revealing an unexpected role for Med12 in the enforcement of two genetic programs critical to maintenance of the NSC state.

## Results

### Med12 regulates NSC gene expression programs linked to adhesion and cell cycle progression

To investigate the global contribution of Med12 to NSC biology, we profiled the transcriptomes of mouse NS-5 (mNS-5) NSCs following RNAi-mediated Med12 depletion. The mNS-5 cell line is a clonal embryonic stem (ES) cell-derived adherent neural stem cell line that is self-renewing, genetically stable, and multipotent with the capacity to differentiate into neurons and glia both in vitro and in vivo [43, 44]. mNS-5 NSCs were employed for transcriptome profiling in an effort to facilitate identification of target genes likely to mediate the function of Med12 in neural development. To this end, parallel cultures of mNS-5 NSCs were infected with lentiviruses expressing either non-silencing control or Med12-specific shRNAs. We validated efficient Med12 knockdown (40–60 %) at both the mRNA and protein levels by RT-qPCR and immunoblot analyses, respectively (Additional file 1: Figure S1A and B). Biotin-labeled cRNA probes synthesized from control and Med12 knockdown cells (*n* = 3) were hybridized onto Illumina MouseWG-6 BeadChip microarrays containing 45,281 unique transcript probes corresponding to >20,000 mouse genes. 

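The microarray data cover 9 arrays of mNS-5 NSCs harvested 5.5 days after infection: 3 from NS control cells and 6 from Med12 knockdown cells. The sample labels place them in 3 numbered sets, each with 1 NS control array and 2 Med12 knockdown arrays, called here the first and the second knockdown series. The paper gives 3 independent biological replicates per condition and 1 Med12 shRNA, and its text does not say what the second knockdown array of a set is or which arrays entered its statistics. All 9 arrays were therefore used as separate samples, and p-values measure the spread between these arrays, which may in part be technical. The authors subtracted background and quantile normalized the intensities in Genome Studio, and these deposited intensities were used on their linear scale. The median intensity was 8.9 on the array of NS control replicate 3 and 9.0 on every other array, and 33.4% to 33.5% of the 45281 probes on each array were below 0. The spread of the values below 0 gave a background SD of 10.3 and a limit of 16.9, which 18654 to 18690 probes per array exceeded. Values below 16 were set to 16 before log2, a step that understates the fold change of dim genes. Probes above the limit on at least 3 arrays were kept, and the brightest probe stood for each of the 10757 genes tested. Groups were compared with limma and Benjamini-Hochberg adjustment, at the paper's thresholds. The number of arrays limits the precision of every value.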

Genes with a False Discovery Rate (FDR)-adjusted *p*-value of *p* ≤ 0.05 and fold change ≥2 were considered differentially expressed upon MED12 depletion.

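Med12, on its single probe, had intensities of 355, 356 and 267 in the NS control replicates 1 to 3. In Med12 knockdown cells the intensities were 122, 121 and 176 in the first series and 165, 112 and 126 in the second. The mean fell from 326 ± 51.2 (SD, n = 3) to 137 ± 26.6 (SD, n = 6), a log2 fold change of -1.26 (standard error 0.18, adjusted p = 0.00276 from limma). Every knockdown array lay below every control array (two-sided exact permutation test, p = 0.0119, the smallest that 84 splits of the arrays allow). Across the 10757 genes, 325 were upregulated and 84 downregulated in Med12 knockdown cells, which makes 79.5% and 20.5% of the 409 differentially expressed genes.
The genes with the largest rises were dim in NS control cells, so the folds of all but Tex14 depend on setting values below 16 to 16, and their order is not settled. Gcnt2, Lgals3bp, Mup6, Cbr2 and Ogn were above background in 1, and Slc40a1 and Ifi27l2a in 2, of the 3 NS control replicates. Gcnt2, an enzyme that branches cell surface glycans, went from 9.07 ± 9.70 (SD, n = 3) to 313 ± 135 (SD, n = 6), a log2 fold change of 4.08 (adjusted p = 1.26e-04 from limma). Another of its probes was at the floor of 16 on every array, so its value of 0 says nothing on a change. Lgals3bp, a secreted glycoprotein that binds galectin-3, rose by 3.98 on the log2 scale (adjusted p = 4.59e-05), Mup6, of the major urinary proteins, by 3.91, the carbonyl reductase Cbr2 by 3.77 and Tex14 by 3.72. The iron exporter Slc40a1 rose by 3.70, the small leucine-rich proteoglycan Ogn by 3.68 and the interferon-induced gene Ifi27l2a by 3.52. The sulfotransferase Sult1a1 and the complement inhibitor Cd59a were not above background on any NS control array, and were at least 11.9-fold (adjusted p = 0.00102) and at least 11.8-fold (adjusted p = 5.25e-04) higher. Phkg1, a catalytic subunit of phosphorylase kinase, named after its values were seen because its fold is the largest in Table S1, was likewise not above background in NS control cells and at least 9.01-fold higher (adjusted p = 3.36e-04). Falls were smaller: 5 downregulated genes changed 4-fold or more, against 57 upregulated genes. Plekha3, a phosphoinositide-binding protein of the Golgi, fell by 2.36 on the log2 scale, Chst3, which sulfates chondroitin, by 2.25, the translational repressor Eif4ebp2 by 2.18 and Entpd7 by 2.03. The homeobox gene Barx2 fell by 2.02, the cytokine signaling suppressor Socs2 by 1.89 and Mpzl1 by 1.87. Znrd1, a subunit of RNA polymerase I, fell by 1.83 (adjusted p = 4.59e-05), Dtwd2 by 1.81 and the proapoptotic mitochondrial protein Diablo by 1.80 (adjusted p = 1.26e-04). Of 25 alternatives, 14 ended the call of Socs2 and 11 that of Eif4ebp2 (adjusted p = 0.0336 each, and up to 0.170 for Socs2 and 0.154 for Eif4ebp2), and Socs2 had a log2 fold change of -1.13 without NS control replicate 1. The counts were 199 up and 49 down with no filter on dim probes, and 154 up and 43 down in the first knockdown series alone.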

Using these criteria, a total of 240 genes were differentially expressed upon Med12 depletion in mNS-5 NSCs (Additional file 2: Table S1); 177 genes (74 %) were upregulated, while 63 genes (26 %) were downregulated. To validate primary data derived from microarray analysis, we profiled the expression levels of 29 randomly selected genes (25 upregulated, 4 downregulated) using the same RNA samples subjected to microarray analysis as well as RNA from an independent set of knockdown experiments (Additional file 1: Figure S1C and D). The results of this analysis were fully concordant with the microarray data regarding the direction and extent of regulation for each gene.

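On the arrays, 26 genes that have RT-qPCR primers in Table S2 and also stand in Table S1 were tested. Of these, 20 were higher and 5 were lower in Med12 knockdown cells at an adjusted p of 0.05 or less, both over all genes and adjusted over the list alone, and 1, E2f2, did not pass. Mia, a small secreted protein, rose by 3.39 on the log2 scale (standard error 0.48, adjusted p = 0.00259 from limma), from 22.1 ± 18.4 (SD, n = 3) to 267 ± 170 (SD, n = 6). Dapk2, a death-associated protein kinase, rose by 2.49 (standard error 0.44, adjusted p = 0.00761), and Sostdc1, a secreted antagonist of BMP signaling, by 2.36 (standard error 0.30, adjusted p = 0.00170). The 5 lower genes were Diablo, Egr1, E2f3, Ccne2 and Jun. Mia was above background in 1 of the 3 NS control replicates. The median of the list was 1.35 (adjusted p = 5.35e-08 from limma's camera, and adjusted p = 0.0697 with an estimated correlation). The study chose these genes on the same samples, so their direction on the arrays is not independent evidence. RT-qPCR values were not analysed here.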

To gain insight concerning the possible biological functions of Med12 in NSCs, we subjected the list of genes differentially expressed in Med12 knockdown cells to Ingenuity® Pathway Analysis (IPA®). 

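Among regulators of transcription, 25 measured immediate early genes, which respond within minutes to growth signals, included 7 that were lower and 3 that were higher in Med12 knockdown cells at an adjusted p of 0.05 or less from limma (12 lower and 5 higher when adjusted over the list alone). Egr2 fell by 1.73 on the log2 scale (standard error 0.44, adjusted p = 0.0338) and Egr3 by 1.45 (standard error 0.37, adjusted p = 0.0353), while Klf2, a Krüppel-like factor, rose by 1.31 (standard error 0.28, adjusted p = 0.0183). The list as a whole had a median of -0.53 and did not pass limma's camera test (adjusted p = 0.0658, and adjusted p = 0.246 with an estimated correlation), but passed it under 6 of 24 alternatives (adjusted p = 0.0198 to 0.0453), and no other split of the arrays gave as large a median (exact permutation p = 0.0119, adjusted p = 0.0337, a test chosen after the results were seen). Of 28 measured Mediator subunits, 3 were lower, Med12 itself included, 25 did not pass and the median was -0.08 (adjusted p = 0.0712 from camera, passing under 2 of 24 alternatives, and adjusted p = 0.243 with an estimated correlation; 4 lower when adjusted over the list alone). Without Med12, the target of the shRNA, the adjusted p was 0.136, a test also chosen after the results were seen. Besides Med12 these were Med10, which fell by 1.67 (standard error 0.26, adjusted p = 0.00449), and Med22, with a log2 fold change of -0.98 (standard error 0.17, adjusted p = 0.00701). For cell-to-cell contacts, 2 of 22 measured cadherins and immunoglobulin-type adhesion molecules were higher and none was lower, with the same counts when adjusted over the list alone. Astn1, a neuronal-glial adhesion protein, rose by 1.38 (standard error 0.20, adjusted p = 0.00275) and Nectin2 by 0.69 (standard error 0.17, adjusted p = 0.0313). This list did not pass either (median 0.20, adjusted p = 0.113 from camera). Of 25 alternatives, 18 ended the call of Egr3 (log2 fold change -0.91 without NS control replicate 1; above background on 3 of 6 knockdown arrays), 10 that of Egr2 and 9 that of Klf2. The Ingenuity knowledge base was not used here.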

The most prominent molecular networks and cellular functions to emerge from this analysis included “cell-to-cell signaling and interaction”, “gene expression”, and “cell cycle” (Table 1). In addition, these genes are prominently linked to “cancer” and “genetic disorders” (including “psychological disorders”) (Table 1), consistent with the established roles of MED12 as a both cancer driver and a XLID gene [13, 39, 45–47]. While the generic association between Med12 and “gene expression” revealed by IPA is fully consistent with the well-characterized role of Med12 as a coregulator of signal-controlled transcription factors, the association of Med12 with “cell-to-cell interaction” and “cell cycle” networks, two genetic programs critical to the NSC phenotype, was unexpected. We therefore sought to explore the involvement of MED12 in these two cellular processes.

**Table 1:** Top networks and biological functions of Med12 regulated genes in mNSC

Top networks		Score
Cell-to-cell signaling and interaction, Connective tissue development and function, Cellular movement		48
Gene expression, Cell cycle, Connective tissue development and function		38
Dermatological disease and condition, Genetic disorder, Gene expression		27
Cell-to-cell signaling and interaction, Cardiac Necrosis/Cell Death, Cell death		26
Psychological disorders, Connective tissue development and function, Gene expression		22
Disease and disorders	*p*-value	# Genes
Cancer	3.02E-05–2.03E-02	56
Genetic disorder	1.93E-04–1.88E-02	95
Endocrine system disorders	2.17E-04–1.83E-02	39
Metabolic disease	2.17E-04–1.83E-02	39
Hematological disease	8.26E-04–1.83E-02	3
Molecular and cellular functions	*p*-value	# Genes
Cell-to-cell signaling and interaction	3.49E-07–1.88E-02	23
Gene expression	2.60E-05–2.03E-02	15
Cell cycle	6.34E-05–1.95E-02	13
Cellular development	8.42E-05–2.03E-02	39
Cellular movement	1.03E-04–1.98E-02	29

Ingenuity® Pathway Analysis (IPA®) was used to analyze microarray data to gain insight of putative function of Med12 in mNSC. The significance of representation (*p*-value) is determined by IPA based on the number of genes found in each biological category divided by the number of known genes assigned to that category by the Ingenuity® Knowledge Base

### Med12 suppresses NSC adhesion by repressing the expression of cell adhesion molecules

Among Med12-regulated genes linked by IPA to the “cell-to-cell interaction” network, most were upregulated following Med12 knockdown, suggesting that Med12 might normally function to suppress a gene expression program dedicated to NSC interaction and adhesion (Fig. 1; Additional file 2: Table S1). To investigate this possibility, we monitored the impact of Med12 knockdown on the adhesive properties of mNS-5 NSCs as well as the expression levels of network genes considered likely to be direct effectors of cell adhesion, including the extracellular matrix (ECM) and/or cell membrane protein-encoding genes Laminin alpha 3 (Lama3), Laminin gamma 1 (Lamc1), Secreted acidic cysteine rich glycoprotein (Sparc), Syndecan 2 (Sdc2), and Integrin beta 5 (Itgb5). 

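Of the coloured nodes of Fig. 1 that stand in Table S1, 24 were tested on the arrays: 20 were higher and 4 lower in Med12 knockdown cells at an adjusted p of 0.05 or less, with the same counts when adjusted over the list alone and a median of 1.32 on the log2 scale. The nodes were chosen on these samples, so the tally is not independent evidence of its direction. Lamc1, the gamma 1 chain shared by most laminins, went from 1174 ± 198 (SD, n = 3) to 2799 ± 489 (SD, n = 6), a log2 fold change of 1.25 (standard error 0.18, adjusted p = 0.00253 from limma), and its second probe rose by 1.45. Sparc, a matrix glycoprotein that modulates cell contact with collagen, went from 1554 ± 255 to 4221 ± 871, a log2 fold change of 1.43 (standard error 0.19, adjusted p = 0.00178). Sdc2, a transmembrane heparan sulfate proteoglycan, went from 315 ± 7.50 to 822 ± 204, a log2 fold change of 1.35 (standard error 0.18, adjusted p = 0.00205). Itgb5, the integrin beta 5 chain, which pairs with the alpha V chain, went from 310 ± 70.0 to 804 ± 253, a log2 fold change of 1.35 (standard error 0.24, adjusted p = 0.00848).
Among the other nodes, the metallothionein Mt3 rose by 2.43, Tgfbr3, a TGF-beta coreceptor, by 2.24, the glutathione transferase Gstm2 by 2.08 and the cytokine Il33 by 2.00, whereas Pdlim1, a cytoskeletal adaptor, fell by 1.60, Rhebl1 by 1.07, Trappc4 by 1.04 and Tirap by 1.01. For Sparc the mean of its probes gave 0.98, under the 2-fold threshold, and 2 of its 3 probes did not pass over all probes (adjusted p = 0.0576 and 0.419). Itgb5 did not pass in the first knockdown series alone (log2 fold change 1.14, adjusted p = 0.0586), and Lama3 has no probe named here. Tirap, near the 2-fold threshold, lost its call under 9 of 25 alternatives. From the direction of most genes of the network, the paper proposes that Med12 suppresses an expression program for interaction and adhesion of NSCs. Its further evidence is an adhesion assay, RT-qPCR of these genes and depletion of Sdc2 together with Med12, none of which was analysed here.

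**Figure D1:**
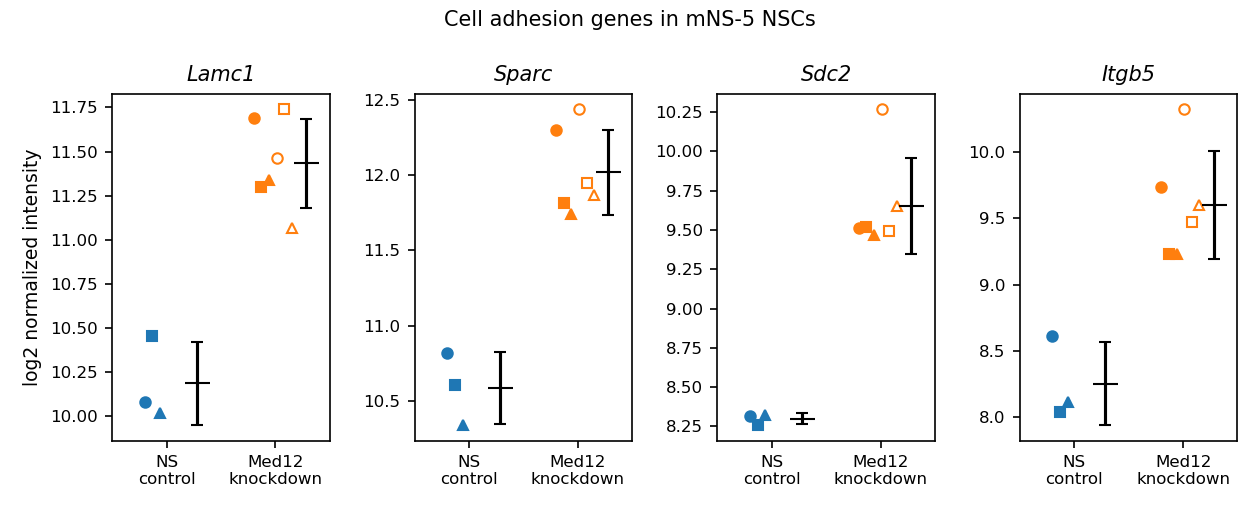
Log2 of the normalized intensity of Lamc1, Sparc, Sdc2 and Itgb5 on each array, each panel with its own axis, in NS control (n = 3) and Med12 knockdown (n = 6) cells. Circles, squares and triangles are sets 1, 2 and 3, open symbols the second knockdown series, and bars the mean ± SD; for each gene all 6 knockdown arrays lie above all 3 control arrays.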

To distinguish between Cdk8-dependent and Cdk8-independent functions for Med12 in the possible regulation of cell adhesion, we additionally monitored the impact of Cdk8 knockdown on mNS-5 NSC adhesion and gene expression. To this end, mNS-5 NSCs infected with lentiviruses expressing control, Med12-, or Cdk8-specific shRNAs were comparatively evaluated using a quantitative flourometric-based cell adhesion assay (Calcein AM). We validated efficient depletion of Med12 and Cdk8 proteins in these experiments by immunoblot analysis of virally infected cell extracts (Additional file 3: Figure S2). Compared to control knockdown, Med12 knockdown enhanced mNS-5 cell adhesion by approximately 3.5 fold (Fig. 2a). By contrast, Cdk8 knockdown had no measurable impact on mNS-5 cell adhesion (Fig. 2a). As expected, we confirmed enhanced expression of cell adhesion genes (Lamc1, Itgb5, Sdc2, Sparc) upon Med12 depletion, while Cdk8 knockdown was without effect (Fig. 2b). These results validate both microarray and IPA analyses and, more importantly, implicate Med12 in the regulation of NSC adhesion, likely through Cdk8-independent suppression of a cell adhesion gene expression program.

**Fig. 1:**
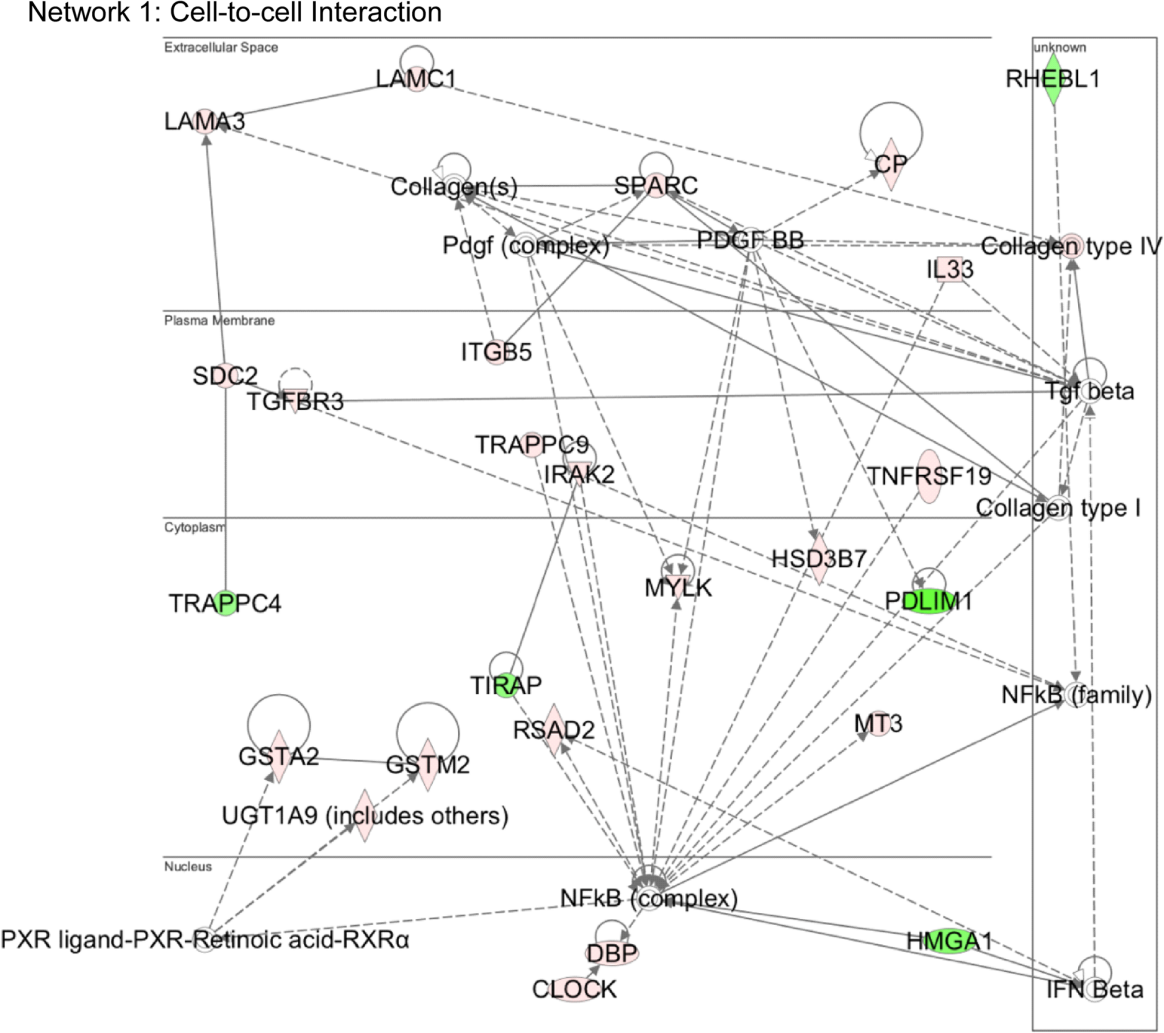
Med12 mediates suppression of genes involved in “Cell Adhesion”. Functional gene interaction networks were identified by IPA®. Genes are represented as nodes, and the biological relationship between two nodes is represented as a *line*. The color of the node indicates up- or down- regulation (*red*, up; *green*, down); uncolored nodes represent genes that were not identified as differentially expressed in our microarray, but have nonetheless been integrated into the computationally generated networks on the basis of the evidence stored in the IPA knowledge memory indicating a relevance to this network

**Fig. 2:**
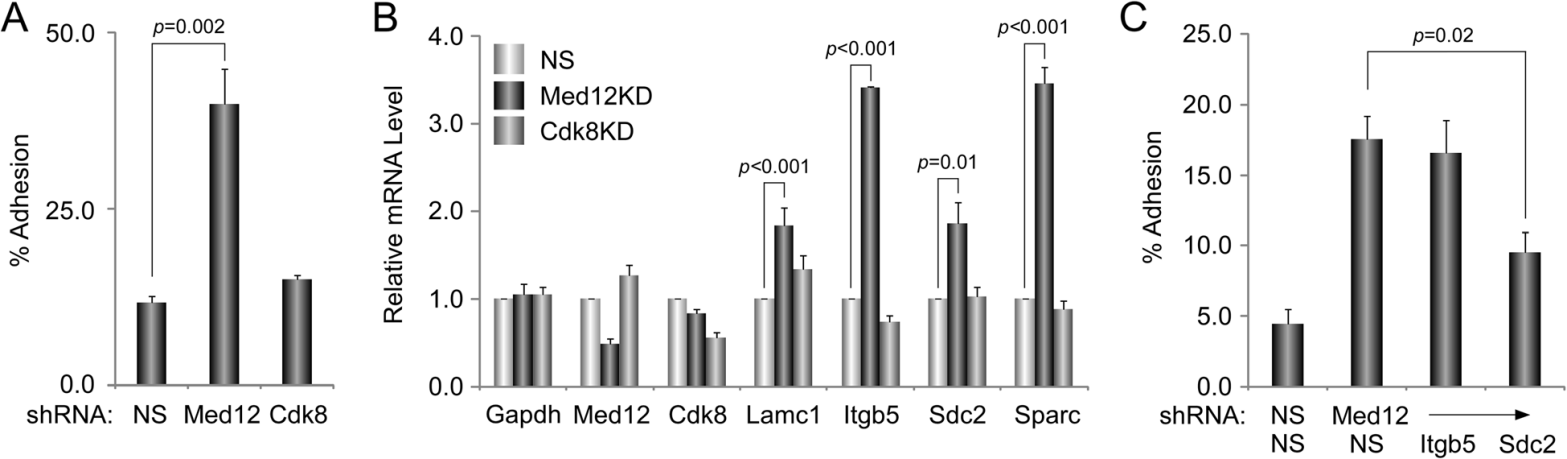
Med12 depletion enhances NSC adhesion in a manner reversible by concurrent depletion of Sdc2. **a** mNS-5 NSCs infected with lentiviruses expressing non-specific (NS) control, Med12-, or Cdk8-specific shRNAs were harvested and incubated with Calcein-AM prior to seeding onto 96-well plates. After washing, adherent cells were detected by fluorometry. The percentage of adhesion was calculated by dividing the background-subtracted fluorescence of adherent cells by the total corrected fluorescence of cells added to each well and multiplying by 100. **b** RNA from mNS-5 NSCs infected with lentiviruses expressing NS control, Med12-, or Cdk8-specific shRNAs as indicated were used for RT-qPCR, mRNA levels for each gene were normalized to β-actin mRNA and expressed relative to their corresponding mRNA levels in NS control shRNA-expressing cells. **c** mNS-5 NSCs co-infected with lentiviruses expressing shRNAs specific for Med12 or the indicated cell adhesion genes were assayed for cell adhesion as described in (**a**). 7All data represent the mean +/− SEM of at least three independent experiments performed in triplicate. *p* values were calculated by Student’s *t* test

To confirm this possibility, we asked whether enhanced mNS-5 cell adhesion observed upon Med12 depletion could be functionally reversed by concurrent depletion of cell adhesion molecules regulated by Med12. Accordingly, mNS-5 cells were co-infected with lentiviruses expressing control or Med12-specific shRNAs along with individual lentiviruses expressing shRNAs specific for either Itgb5 or Sdc2 prior to harvest and assay for cell adhesion. Strikingly, concomitant depletion of both Sdc2 and Med12 effectively reversed enhanced cell adhesion triggered by Med12 knockdown alone, thus confirming that Med12 regulates NSC adhesive properties by suppression of cell adhesion genes (Fig. 2c).

mNS-5 NSCs are multipotent adherent neural stem cells capable of self-renewal in the presence of growth factors, including EGF and FGF-2, and growth on gelatin. This cell line can be directed to differentiate along the neuronal lineage by sequential removal of growth factors as well as a change in substratum from gelatin to laminin that reflects the involvement of cell-cell and cell-matrix interactions in the neuronal differentiation process [43]. We sought to determine whether Med12-imposed suppression of cell adhesion genes in self-renewing NSCs cells is subject to regulation during neuronal differentiation. To this end, we first investigated whether cell adhesion genes actively repressed by Med12 in proliferating mNS-5 cells undergo changes in their respective expression levels during in vitro neuronal differentiation. For this purpose, mNS-5 cells were seeded onto laminin-coated plates and induced to differentiate along the neuronal lineage by sequential withdrawal of growth factors from the culture medium. RNAs were harvested on Day 0, 2, 5, 8, and 11 following initiation of neuronal differentiation, and the expression levels of cell adhesion genes were monitored by RT-qPCR. Strikingly, four out of five analyzed cell adhesion genes actively suppressed by Med12 in proliferating mNS-5 NSCs, including Sdc2, Itgb5, Sparc, and Lama3, were dramatically upregulated during the course of neuronal differentiation, which was confirmed by expression of the neuronal marker Tuj1 (Fig. 3). A minimal increase in Lamc1 expression, while reproducibly observed during neuronal differentiation, nonetheless failed to achieve statistical significance. Notably, the expression level of Med12 itself was significantly, albeit minimally, upregulated during neuronal differentiation. This observation excludes the possibility that neurogenic expression of Med12-targeted cell adhesion genes derives from extinction of Med12 expression during differentiation, and instead indicates dynamic regulation of Med12-mediated suppression. Apparently, alleviation of a Med12-imposed block to the expression of cell adhesion genes in self-renewing NSCs is required for, or consequent to, NSC cell differentiation.

**Fig. 3:**
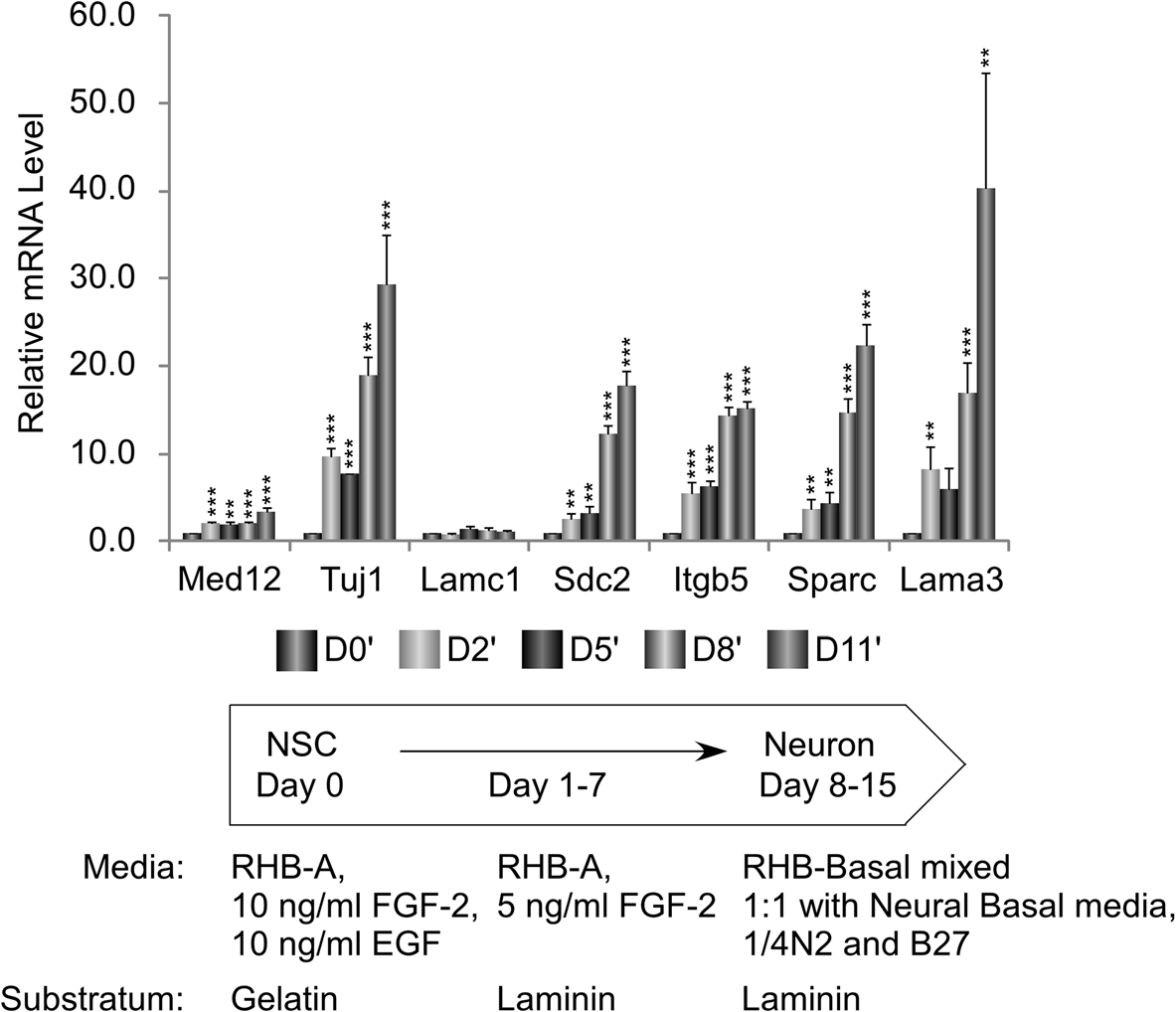
Expression of Med12-regulated cell adhesion genes increases during neuronal differentiation of mNS-5 NSCs. mNS-5 NSCs were seeded onto laminin-coated plates prior to initiation of neuronal differentiation by sequential withdrawal of growth factors as indicated in the schematic and described in Methods. RNA isolated from cells on 0, 2, 5, 8, and 11 days after initiation of neuronal differentiation was subjected to RT-qPCR. mRNA levels for each gene were normalized to β-actin mRNA and expressed relative to their corresponding mRNA levels on day 0 (D0′) of the differentiation protocol. Data represent the mean +/− SEM of three independent experiments performed in triplicate. *Asterisks* denote statistically significant differences in the relative mRNA levels for each gene compared to their corresponding levels on D0′ (Student’s *t* test, **p < 0.05, ***p < 0.01)

To begin to clarify this issue, we asked whether Med12 depletion would permit the promiscuous differentiation of NSCs on a limiting (gelatin) substratum otherwise non-permissive for differentiation. To this end, mNS-5 NSCs infected without (mock) or with lentiviruses expressing control, Med12-, or Cdk8-specific shRNAs were plated onto gelatin or laminin substrata prior to induction of neuronal differentiation by sequential withdrawal of growth factors. Changes in cell morphology and adhesion were monitored during the course of differentiation by optical microscopy and Calcein AM-based cell adhesion assay as described previously. Notably, when induced to differentiate on gelatin, Med12 knockdown cells, compared to mock-infected or control-knockdown cells, exhibited enhanced cell adhesion (~7-fold) and prolonged survival, although these cell failed to complete neuronal differentiation (Fig. 4a and b). On the other hand, enhanced cell adhesion and survival on gelatin triggered by Med12 knockdown was completely bypassed by induction of mNS-5 NSC differentiation on laminin. Thus, compared to mock-infected or control-knockdown cells, Med12-knockdown cells exhibited no significant differences in cell morphology or adhesion (Fig. 4c and d). These findings suggest that reversal of a Med12-mediated block to the expression of cell adhesion genes is a regulated process that may be required as a course of NSC differentiation along the neuronal lineage.

**Fig. 4:**
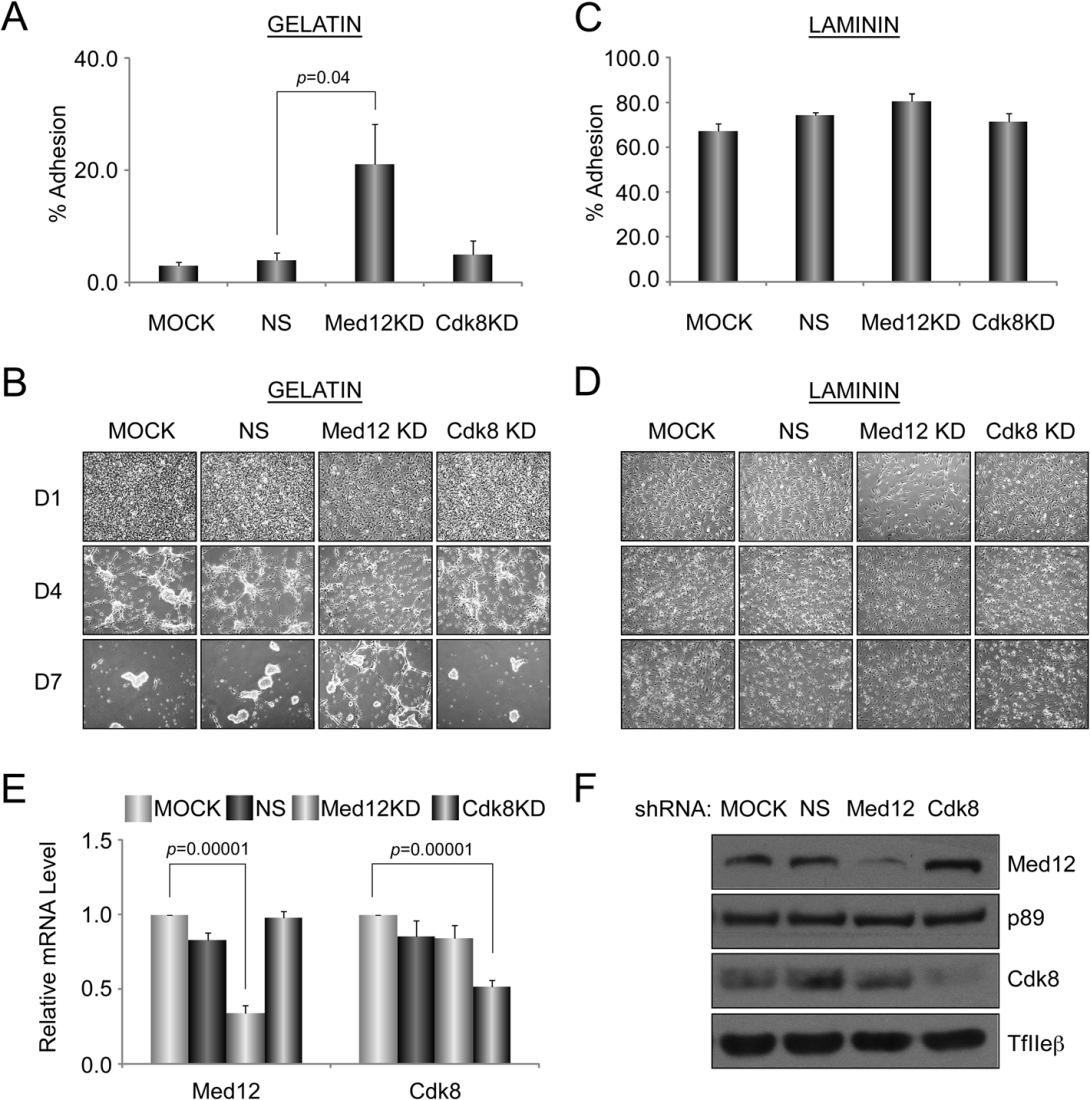
Med12 knockdown increases cell adhesion and preserves cell viability on limiting (gelatin) substratum during neuronal differentiation. **a**-**d** mNS-5 NSCs infected with lentiviruses expressing NS control, Med12-, or Cdk8-specific shRNAs were seeded into T-75 tissue culture flasks coated with gelatin (**a**, **b**) or laminin (**c**, **d**) prior to initiation of neuronal differentiation as described in Fig. 3. Fluorescence based adhesion assay (**a**, **c**) was performed 40 h after initiation of the neuronal differentiation. Data represent the mean +/− SEM of at least three independent experiments performed in triplicate. *p* values were calculated by Student’s *t* test. Brightfield images (**b**, **d**) were obtained by optical microscopy at 1, 4, and 7 days after initiation of neuronal differentiation. **e** and **f** Validation of Med12 and Cdk8 depletion in knockdown cells by RT-qPCR (**e**) and immunoblot (**f**) analyses. mRNA levels for each gene in (**e**) were normalized to β-actin mRNA and expressed relative to their corresponding mRNA levels in untreated (MOCK) cells. Data represent the mean +/− SEM of at least three independent experiments performed in triplicate. *p* values were calculated by Student’s *t* test

### Med12 promotes NSC proliferation through activation of G1/S phase cell cycle regulatory genes

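For the cell cycle network, 20 nodes of Fig. 5 that stand in Table S1 were tested on the arrays, and 11 were lower, 8 were higher and 1 did not pass in Med12 knockdown cells at an adjusted p of 0.05 or less (the same counts when adjusted over the list alone). Of these, 9 were lower and 7 higher by 2-fold or more. The median was -0.92 and the mean -0.11 on the log2 scale. Pxylp1, a phosphatase that acts in proteoglycan synthesis, fell by 1.70 (standard error 0.15, adjusted p = 3.04e-04 from limma) and Osbpl6, an oxysterol-binding protein, by 1.54 (standard error 0.35, adjusted p = 0.0219). Hsd11b1, which activates glucocorticoids, rose by 2.44 (standard error 0.43, adjusted p = 0.00737), Wnt4, a secreted Wnt ligand, by 1.93 (standard error 0.27, adjusted p = 0.00268), Rgs14, a regulator of G protein signaling, by 1.89 (standard error 0.18, adjusted p = 4.33e-04) and the growth factor Fgf1 by 1.25 (standard error 0.25, adjusted p = 0.0137). Rgs14 was above background in 1 and Hsd11b1 in 2 of the 3 NS control replicates, and 7 of 25 alternatives ended the call of Fgf1 and 6 that of Osbpl6. The study chose the nodes on these samples, so the tally is not independent evidence.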

Among Med12-regulated genes linked by IPA to the “cell cycle”, most were downregulated following Med12 depletion (Fig. 5; Additional file 2: Table S1). Notably, several of these genes, including Ccne2, E2f2, E2f3, Jun, and Egr1, encode established G1/S phase cell cycle regulators, suggesting that in proliferating NSCs, Med12 might normally function to activate a gene expression program involved in G1/S phase cell cycle progression. To examine this possibility, we monitored the impact of Med12 knockdown on the cell cycle distribution profile of proliferating mNS-5 NSCs. Thus, asynchronously growing mNS-5 NSCs were infected with lentiviruses expressing control, Med12-, or Cdk8-specific shRNAs prior to analysis of DNA content by flow cytometry. This analysis revealed that depletion of Med12, but not Cdk8, significantly increased the percentage of G1-phase cells while simultaneously decreasing the percentage of S-phase cells, indicative of a G1/S phase cell cycle block (Fig. 6a). By contrast, Med12 depletion had no significant impact on mNS-5 apoptotic cell death (Fig. 6b). 

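Of the 5 regulators, 4 were lower in Med12 knockdown cells and E2f2 did not pass the test. Ccne2, a cyclin that activates Cdk2 at the G1/S boundary, went from 562 ± 106 (SD, n = 3) to 283 ± 80.7 (SD, n = 6), a log2 fold change of -1.04 (standard error 0.27, adjusted p = 0.0378 from limma). E2f3, a transcription factor that activates S phase genes, went from 249 ± 22.1 to 117 ± 26.4, a log2 fold change of -1.13 (standard error 0.21, adjusted p = 0.00942), and its second probe gave -1.28. Jun, a subunit of the AP-1 transcription factor, went from 464 ± 60.4 to 231 ± 37.0, a log2 fold change of -1.02 (standard error 0.16, adjusted p = 0.00463). Egr1, an immediate early transcription factor, went from 8193 ± 2427 to 3096 ± 671, a log2 fold change of -1.39 (standard error 0.22, adjusted p = 0.00451). E2f2, another activating E2F factor, had intensities of 197 ± 55.4 and 153 ± 52.1, a log2 fold change of -0.41 (standard error 0.33, adjusted p = 0.452), on a probe matched to Table S1 by symbol. The list had a median of -1.04 (adjusted p = 3.48e-04 from limma's camera, and adjusted p = 0.0697 with an estimated correlation), and 4 of its genes were also lower when adjusted over the list alone. It was chosen on these samples and is not independent evidence.
The call of Ccne2 was lost under 16 of 25 alternatives, with a log2 fold change of -0.73 in the first knockdown series alone (adjusted p = 0.117) and an adjusted p of 0.138 without NS control replicate 2. Egr1 did not pass in the first series alone (adjusted p = 0.0629) or Jun in the second alone (adjusted p = 0.0590), and the fold change of Jun was under 2 in 5 further alternatives and that of E2f3 in 5. From the fall of these G1/S regulators, the paper proposes that in proliferating NSCs Med12 activates an expression program for G1/S progression. It also reports lower Ccne2, E2f2, E2f3 and Jun by RT-qPCR after depletion of Med12 or CycC. Further evidence in the paper is a G1/S block by flow cytometry and reduced proliferation. These experiments were not analysed here.

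**Figure D2:**
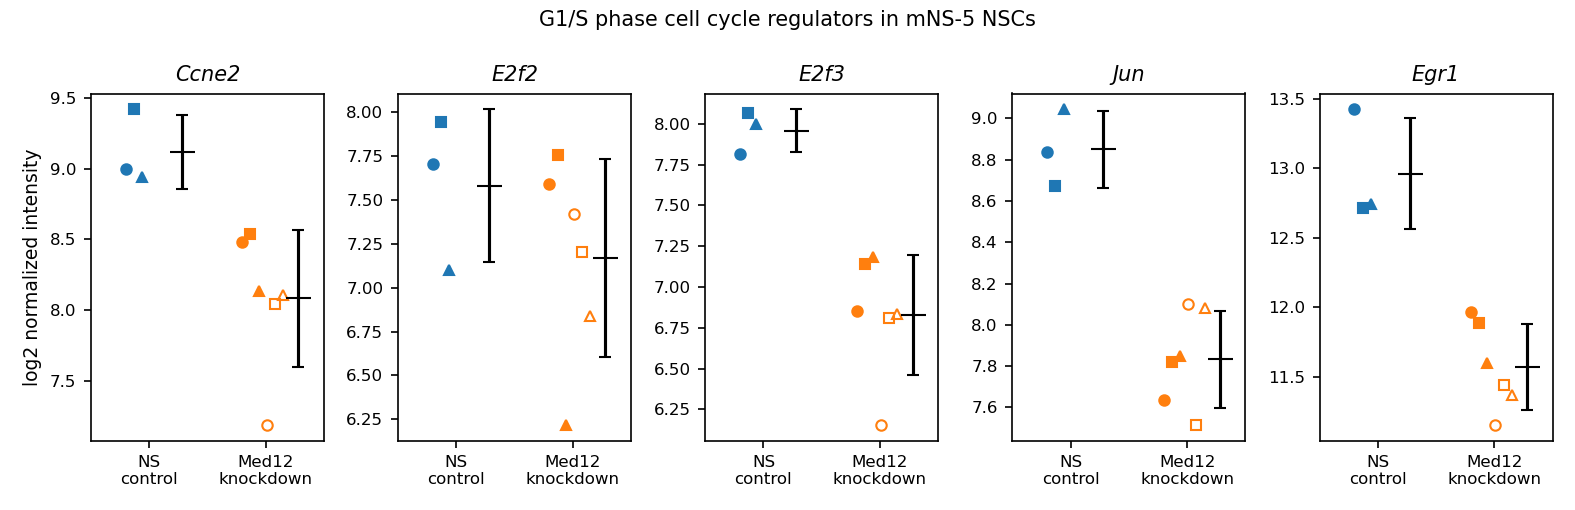
Log2 of the normalized intensity of Ccne2, E2f2, E2f3, Jun and Egr1 on each array, each panel with its own axis, in NS control (n = 3) and Med12 knockdown (n = 6) cells. Circles, squares and triangles are sets 1, 2 and 3, open symbols the second knockdown series, and bars the mean ± SD; the groups overlap for E2f2 and do not for the other 4 genes.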

To determine if the observed G1/S phase cell cycle block accompanying Med12 knockdown is manifest in a proliferative defect, we monitored the impact of Med12 knockdown on mNS-5 proliferation by viable cell counting. Compared to control-knockdown cells, Med12-knockdown cells exhibited a significant (~2.5-fold) reduction in cell proliferation (Fig. 6c). By contrast, knockdown of neither Cdk8 nor Med1, a different subunit localized to the middle module of Mediator, adversely affected cell proliferation (Fig. 6c). Notably, however, knockdown of CycC recapitulated the impact of Med12 depletion (Fig. 6c). Because CycC links Cdk8/19 to Med12 in the Mediator kinase module, the requirement for Med12 and CycC, but not Cdk8, implies a probable role for Cdk19 in mNS-5 NSC proliferation. As expected, we confirmed significant downregulation in these experiments of G1/S phase cell cycle regulators, including Ccne2, E2f2, E2f3, and Jun, following depletion of Med12 and CycC, but not Cdk8 or Med1 (Fig. 6d). Furthermore, by targeted small-scale gene expression profiling in mNS-5 NSCs, we identified an expanded set of apparent Med12-dependent G1/S phase cell cycle regulators. Thus, Ccnd3, E2f4, Ccna2, and Ccne1 were all specifically downregulated following Med12 depletion (Fig. 6e). Notably, neither p21 nor p27 expression levels were altered by Med12 depletion, excluding DNA-damage and/or restriction checkpoints as possible bases for the G1/S phase cell cycle block observed in Med12-knockdown cells. Instead, these findings suggest that Med12 promotes NSC proliferation through Cdk8-indpendent, but possibly Cdk19-dependent, activation of a G1/S phase cell cycle regulatory gene expression program.

**Fig. 5:**
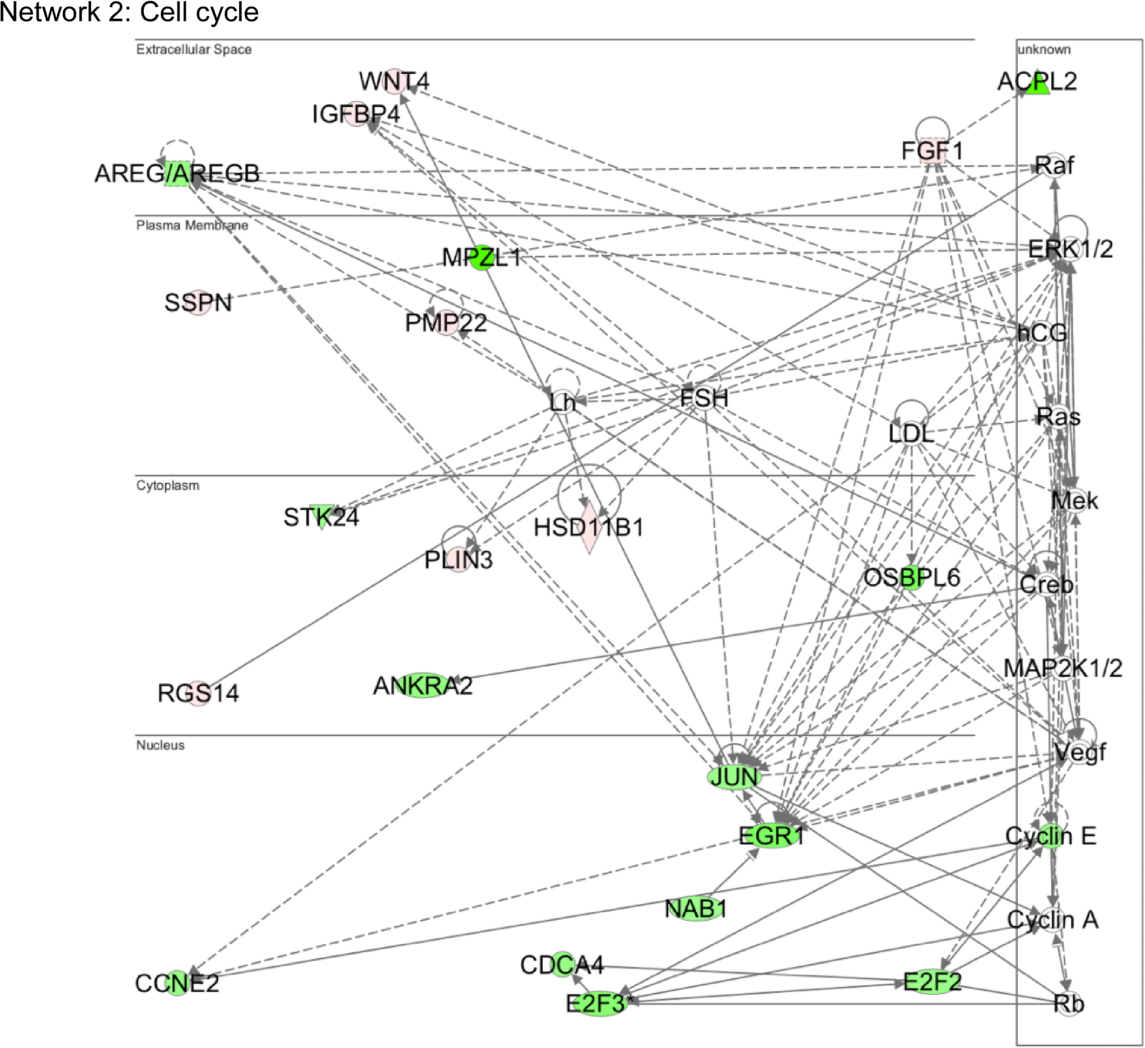
Med12 mediates activation of genes involved in “Cell Cycle Control”. Genes involved in cell cycle control are largely downregulated (*green*) upon Med12 depletion in mNS-5 NSCs. Functional gene interaction networks were identified by IPA® as described in Fig. 1

**Fig. 6:**
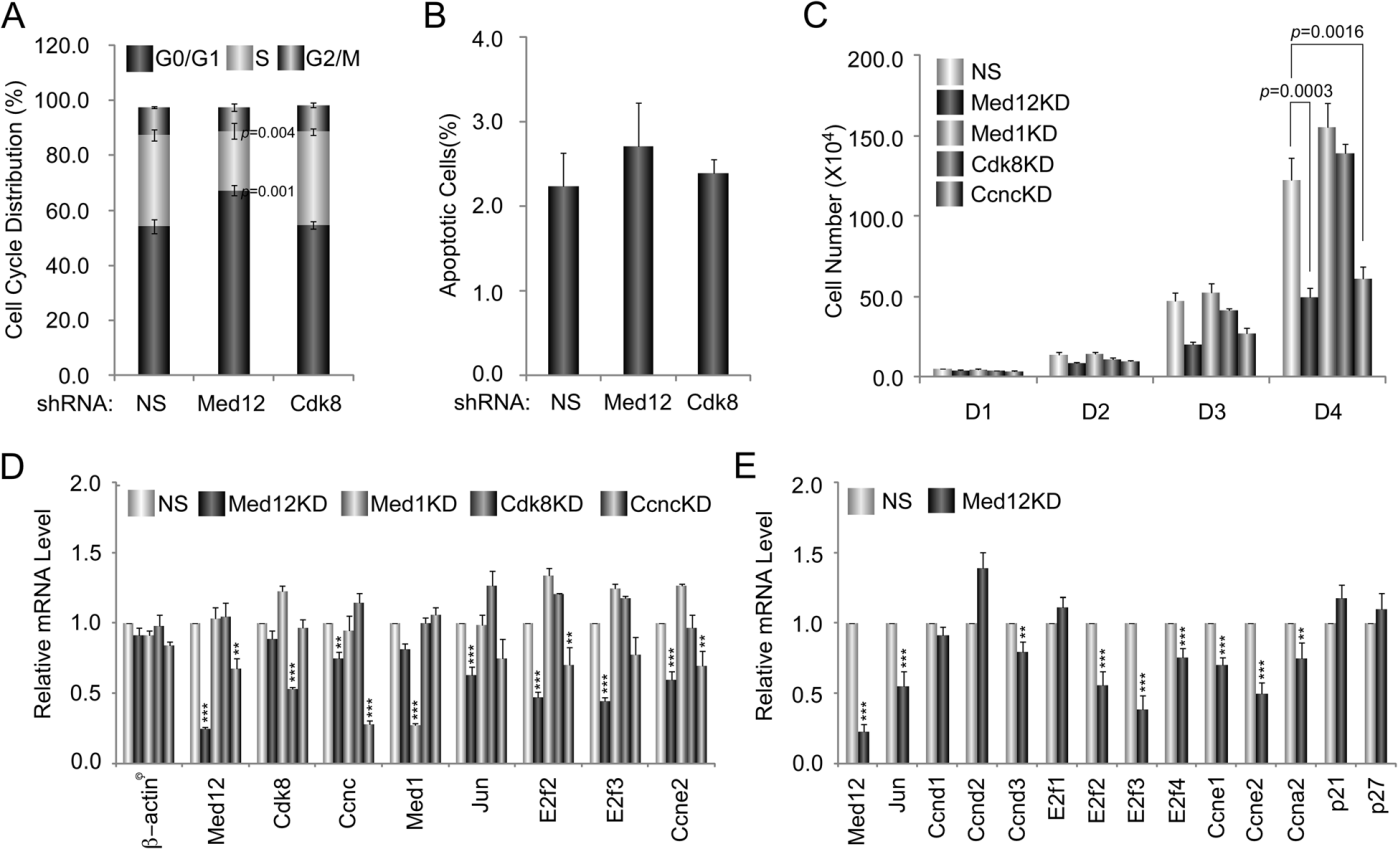
Med12 depletion reduces mNS-5 NSC proliferation likely through a G1/S phase cell cycle block. **a**-**e** mNS-5 NSCs were infected with lentiviruses expressing NS control, Med12-, Med1-, Cdk8-, and/or CycC (Ccnc)-specific shRNAs as indicated. **a** Five days post-infection, cells were harvested, fixed, and monitored for cell cycle distribution using a FACSCalibur flow cytometer and CellQuest Pro software prior to data analysis using FlowJo software. At least 10,000 single cell events were collected for the analysis. **b** Five days post-infection, cells were stained with annexin V conjugated to APC and propidium iodide. Stained cells were analyzed by FACSCalibur and data was analyzed using FlowJo software. **c** Lentivirus-infected cells were seeded at a concentration of 5 × 10^4^ cells/well in 12-well plates. Cell proliferation was monitored by counting viable cells using 0.4 % trypan blue at 24, 48, 72, and 96 h post-seeding. **d**, **e** mRNA expression levels for the indicated genes were determined by RT-qPCR analyses as described in Fig. 2. mRNA levels for each gene were normalized to Gapdh mRNA and expressed relative to their corresponding mRNA levels in control NS shRNA-expressing cells. All data represent the mean +/− SEM of at least three independent experiments performed in triplicate. *p* values were calculated by Student’s *t* test. *Asterisks* denote statistically significant differences relative to NS control shRNA (*p < 0.1, **p < 0.05, ***p < 0.01)

## Discussion

Although recent studies have begun to elaborate the involvement of Med12 in the developing vertebrate nervous system, much less in known regarding the precise functions of this important Mediator subunit at the cellular level. In an initial effort to address this knowledge gap, we herein combined Med12 knockdown with global transcriptome profiling in mouse ES cell-derived NSCs. Our findings reveal novel roles for Med12 in the control of NSC adhesion and cell cycle progression, both of which are known to be fundamentally associated with stem cell maintenance. Previous studies have indicated that interactions between NSCs and their niche play an essential regulatory role in balancing stem cell maintenance and differentiation [48, 49]. Moreover, studies have suggested that ECM, a major niche component, plays a key regulatory function in NSC maintenance and differentiation by transferring environmental cues to embryonic and adult NSCs [50–55]. For instance, in the developing mammalian embryonic brain, loss of the adhesion molecule Integrin promotes neural stem cell detachment from the ECM and ultimately apoptosis [56]. Laminins are the best-described ECM component and laminin γ1 has been shown to be associated with NSC differentiation in the mouse [57]. In addition, studies have suggested that cell adhesion molecules may influence asymmetric stem cell division by interacting with microtubules of the mitotic spindle and directing the plane of cell division [58]. Thus, while the contribution of cell adhesion molecules to NSC homeostasis is well established, it is less clear how these molecules are transcriptionally regulated. We found that Med12 depletion enhanced NSC adhesion concordant with upregulation of cell adhesion genes, including those encoding ECM components, integrins, and proteoglycans. Furthermore, concurrent reduction of both Sdc2 and Med12 was sufficient to partially reverse enhanced cell adhesion triggered by Med12 knockdown alone, confirming that Med12 negatively regulates NSC cell adhesion by transcriptional suppression of cell adhesion molecules. 

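Of 27 measured genes of the basement membrane and extracellular matrix, 9 were higher and 1 was lower in Med12 knockdown cells at an adjusted p of 0.05 or less from limma (12 higher and 2 lower when adjusted over the list alone). Ecm1, a secreted matrix protein, rose by 2.64 on the log2 scale (standard error 0.33, adjusted p = 0.00147), Lamb3, a laminin chain of epithelial basement membranes, by 1.28 (standard error 0.35, adjusted p = 0.0465), the fibrillar collagen gene Col5a1 by 1.22 (standard error 0.23, adjusted p = 0.00926) and the basement membrane collagen gene Col4a2 by 1.15 (standard error 0.11, adjusted p = 4.83e-04). The laminin chain Lamb1 had a log2 fold change of -0.80 (standard error 0.19, adjusted p = 0.0252). Ecm1 was above background in 1 of the 3 NS control replicates, and Lamb1 on 2 of the 6 knockdown arrays. The median of the list was 0.38, or 0.30 with genes below background at their bound. It passed limma's camera test (adjusted p = 0.00768), but had an adjusted p = 0.193 with an estimated correlation and an adjusted p = 0.0645 without NS control replicate 1. Of 21 measured proteoglycans, 5 were higher and 16 did not pass (6 higher and 1 lower when adjusted over the list alone). Besides Sdc2, Ogn and Tgfbr3 they were Prelp, a leucine-rich matrix proteoglycan that rose by 1.80 (standard error 0.15, adjusted p = 2.41e-04), and the glypican Gpc3, which rose by 0.84 (standard error 0.19, adjusted p = 0.0204). The proteoglycans had a median of 0.37 (adjusted p = 0.0117 from camera, and adjusted p = 0.378 with an estimated correlation), which 7 of 84 splits of the arrays reached, the real one included (exact permutation p = 0.0833, adjusted p = 0.142). Of 9 measured integrins, Itgb5 was the 1 that was higher, also when adjusted over the list alone, and the other 8 did not pass (median 0.20, adjusted p = 0.118 from camera; 0.03 without the first-series knockdown array of set 2 and 0.47 without NS control replicate 2). The median of the basement membrane and extracellular matrix list was 0.07 with no filter on dim probes, 0.86 with the strict filter, 0.73 with values below 1 set to 1 and 0.16 in the first knockdown series alone, and Lamb3 lost its call under 16 of 25 alternatives. This list holds 4 measured genes of Table S1 (Col4a2, Ecm1, Lamc1 and Sparc), and so do the proteoglycans (Ogn, Prelp, Sdc2 and Tgfbr3). Neither list is therefore independent evidence.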

Notably, we observed that cell adhesion genes suppressed by Med12 in proliferating NSCs were upregulated during directed neuronal differentiation in vitro, thus revealing Med12-imposed suppression to be a dynamically regulated process. In support of this, depletion of Med12 alone was sufficient to promote enhanced adhesion and prolonged survival of NSCs induced to differentiate on a limiting (gelatin) substratum otherwise nonpermissive for neuronal differentiation. By contrast, directed differentiation of NSCs on a permissive (laminin) substratum completely bypassed the adhesion and survival advantage conferred by Med12 depletion. Taken together, our findings support the notion that Med12 contributes to maintenance of the NSC state through suppression of a cell adhesion program and, furthermore, that this suppression is alleviated as a course of neuronal differentiation.

During neural development, NSCs undergo symmetric and asymmetric divisions, the former to maintain an adequate founder progenitor pool and the latter to ensure an appropriate number and distribution of more fate-restricted progeny. Cell fate decisions are tightly associated with the cell cycle machinery [59, 60]. Cell cycle progression is controlled by checkpoints at each phase of the cell cycle by a series of highly regulated events, including the alternating activities of various cyclin-dependent kinases (CDKs). CDKs are activated only upon binding to their corresponding cyclin(s) and repressed by CDK inhibitors [61]. Previous studies have indicated that down-regulation of cyclins acting at the G1 and S phases of the cell cycle prevents S phase entry and favors withdrawal from the cell cycle [62]. 

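On the arrays, 3 of 21 measured G1/S cyclins, kinases and E2F factors were lower and 1 was higher in Med12 knockdown cells at an adjusted p of 0.05 or less from limma (8 lower and 1 higher when adjusted over the list alone). Besides Ccne2 and E2f3, Myc, which drives growth and G1 progression, was lower by a log2 fold change of -0.74 (standard error 0.18, adjusted p = 0.0285), whereas E2f1 was higher by 0.51 (standard error 0.12, adjusted p = 0.0279). The D-type cyclins, which activate Cdk4 and Cdk6 in G1, did not pass, with log2 fold changes of 0.16 for Ccnd1 (adjusted p = 0.483), 0.09 for Ccnd2 (adjusted p = 0.909) and -0.41 for Ccnd3 (adjusted p = 0.0604). The list had a median of -0.38 (adjusted p = 0.00768 from limma's camera, and adjusted p = 0.0971 with an estimated correlation). It holds Ccne2, E2f2 and E2f3 of Table S1, so it is not independent evidence. Of 38 measured DNA replication genes, 6 were lower, none was higher and 32 did not pass (13 lower when adjusted over the list alone). These were the polymerase alpha subunit Pola2, with a log2 fold change of -0.66 (standard error 0.12, adjusted p = 0.00880), the origin firing factors Mcm10 at -0.67 (adjusted p = 0.0163) and Cdc45 at -0.69 (adjusted p = 0.0225), the origin licensing factor Cdc6, and the clamp loader subunits Rfc3 and Rfc4. The replication genes had a median of -0.33 (adjusted p = 2.75e-06 from camera, and adjusted p = 0.191 with an estimated correlation). None of 23 measured mitosis genes passed, over all genes or adjusted over the list alone (median -0.05, adjusted p = 0.491 from camera). Ube2c, a ubiquitin-conjugating enzyme of mitotic exit, had a log2 fold change of -1.06 (standard error 0.32, adjusted p = 0.0633) and passed under 4 of 25 alternatives. These were the set as a replicate block (adjusted p = 0.00539), the strict filter (adjusted p = 0.0452), an intensity trend in the variance prior (adjusted p = 0.0467) and the fit without the second-series knockdown array of set 3 (log2 fold change -1.24, adjusted p = 0.0221). Ube2c did not pass when the knockdown arrays of a set were averaged in the block fit. None of 7 cyclin-dependent kinase inhibitors passed, over all genes or adjusted over the list alone (median 0.15, adjusted p = 0.163).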

Our findings revealed that Med12 depletion leads to down-regulation of G1/S cell cycle regulators, triggering a G1/S phase cell cycle block and diminished NSC proliferation. Although our results clearly indicate that Med12 plays a role in NSC proliferation, it is presently unclear whether Med12 plays a role in NSC self-renewal. In this regard, it is well established that mechanistic control of cell cycle progression is tightly linked with NSC proliferation and differentiation in the embryonic and adult nervous system [63]. For example, the G1 phase (restriction) check point, beyond which cells are irreversibly committed to replication absent external growth stimuli, represents a fundamental step in regulating stem cell self-renewal and differentiation, while G1 phase duration directly influences the differentiation of neural precursors [64–67]. Thus, Med12 may prevent unscheduled NSC differentiation by activating G1/S phase cell cycle regulators and promoting G1/S phase cell cycle transit.

Med12 is an obligate activator of CycC-dependent Cdk8 in Mediator, and Med12 may therefore control gene expression in a manner dependent or independent of Cdk8 kinase activity [13, 28, 29]. Herein, we found that Med12 regulates NSC adhesion and cell cycle regulatory genes in a Cdk8-independent manner. However, this does not exclude the possibility that Med12-mediated gene regulation in this setting is dependent on Mediator-associated kinase activity. In fact, our observation that CycC depletion effectively recapitulates the impact of Med12 knockdown supports a probable role for Med12-dependent Cdk19 activity in this context, since CycC physically links Med12 with Cdk8/19 and Cdk8 is functionally dispensable for Med12-dependent control of mNS-5 proliferation and cell cycle regulatory gene expression. Notably, Cdk19 is expressed in the developing nervous system, and we found that Cdk19 is indeed expressed in mNS-5 NSCs. Cdk8 and Cdk19 share 91 % overall amino acid sequence identity, with a particularly high degree of sequence conservation in their respective kinase and cyclin-binding domains, but considerably more divergence in their corresponding C-termini [68]. These paralogous subunits assemble into Mediator in a mutually exclusive manner, and recent studies have revealed that Cdk8-Mediator and Cdk19-Mediator are not functionally redundant during development [13, 69]. In fact, these distinct Mediator species regulate unique gene expression programs in some cellular settings [68–70]. Accordingly, further studies will be required to establish whether and how Cdk19 contributes to Med12-dependent regulation of cell adhesion and cell cycle regulatory genes in mNS-5 NSCs.

Finally, the mechanism by which Med12 differentially represses and activates cell adhesion and cell cycle regulatory programs remains to be fully clarified. In this regard, we and others have shown that Med12 can function in a context-dependent manner as either a co-activator or co-repressor of gene transcription [24, 28, 29, 71]. For example, we previously showed that MED12 is co-activator of Wnt-stimulated β-catenin; in this context, Pol II is indirectly recruited by promoter-bound LEF/β-catenin through Mediator, with which β-catenin interacts directly through its MED12 interface [24]. By contrast, we have also shown that MED12 is a co-repressor of REST/NRSF in neuronal gene silencing through a mechanism involving epigenetic repression. In this context, the MED12 interface in Mediator links promoter-bound REST/NRSF with G9a histone methyltransferase, a dominant euchromatic H3K9 dimethylase in mammalian cells [29, 72]. It thus appears likely that Med12 mediates suppression and activation of cell adhesion and cell cycle regulatory genes, respectively, through a mechanism involving differential recruitment by gene-specific regulators. In this regard, it is notable that Rest/Nrsf has previously been implicated in the regulation of an ECM gene expression program in mouse NSCs [73]. However, in this context, Rest/Nrsf appears to be required for activation of ECM genes, and therefore functionally opposed to the role of Med12 identified herein as a suppressor of ECM and cell adhesion genes. Further studies, including those in primary brain-derived NSCs, will be required to establish the precise and broader conserved regulatory mechanism(s) by which Med12 differentially functions to suppress and activate cell adhesion and cell cycle control programs in NSCs.

## Conclusions

Collectively, our findings reveal new insight concerning the global contribution of Med12 to NSC biology. We propose a model in which Med12 contributes to maintenance of NSC identity by concurrent suppression and activation of gene expression programs dedicated to cell adhesion and G1/S phase cell cycle progression, respectively (Fig. 7). In this capacity, Med12 may contribute to the balance between NSC self-renewal and differentiation. Future studies will seek to clarify the mechanistic bases by which Med12/Mediator integrates and transduces regulatory signals that specify its dual functionality in suppression and activation of gene expression programs that contribute to NSC fate.

**Fig. 7:**
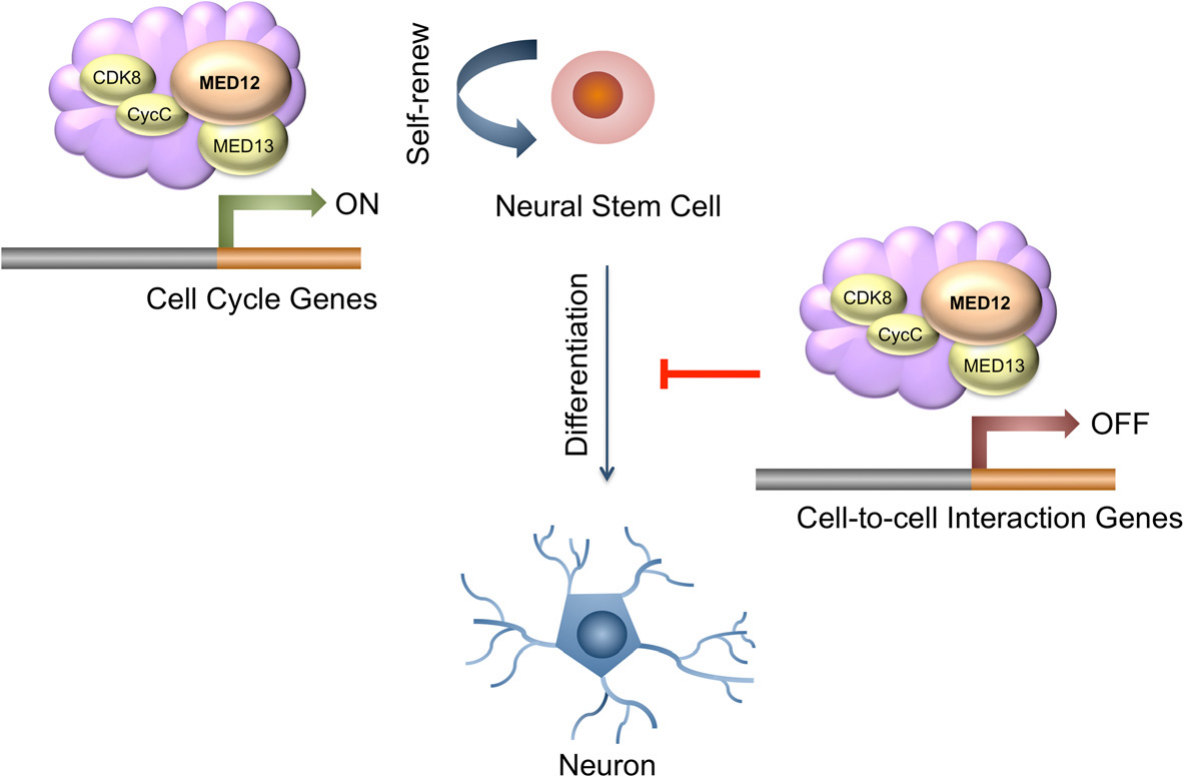
Schematic model for the role of Med12 in mNSCs. Med12 contributes to the maintenance of NSC identity through a functionally bipartite role in suppression and activation of gene expression programs dedicated to cell adhesion and G1/S phase cell cycle progression, respectively

## Methods

### Mouse NSC maintenance and neuronal differentiation

mNS-5 cells (a kind gift form Dr. Austin Smith, Wellcome Trust Medical Research Council Stem Cell Institute, University of Cambridge, UK) were cultured as described [41]. Briefly, cells were maintained on 0.1 % (*v*/*v*) gelatin-coated tissue culture plates in RHB-A media (StemCells, Inc., Newark, CA, USA) supplemented with FGF-2 (10 ng/ml; Peprotech, Rocky Hill, New Jersey, USA), EGF (10 ng/ml; Peprotech) and L-glutamine (2 mM; Invitrogen, CA, USA), penicillin (100 units/ml; Invitrogen, CA, USA), streptomycin (100 ug/ml; Invitrogen). The cells were maintained in 5 % CO2 incubator at 37 °C. Accutase (Sigma-Aldrich, St Louis, MO, USA) was used for passaging.

Neuronal differentiation was achieved through withdrawal of growth factors sequentially on laminin substratum. Cells were plated on poly-ornithine/laminin coated tissue culture plate in RHB-A medium supplemented with 5 ng/ml FGF-2. Medium was replaced every 2–3 days during the differentiation. After 7 days, the medium was changed to RHB-Basal medium mixed with Neural Basal Media (1:1) (GIBCO) supplemented with ¼ N2 and B27 (GIBCO) without growth factors.

### Lentivirus-mediated RNAi

shRNA transfer vectors were purchased from Sigma (Sigma; catalog numbers: shControl- SHC002, shMed12- TRCN0000096467, shCdk8- TRCN0000023107, shCyclinC- TRCN0000077830, shMed1- TRCN0000099578, shLamc1- TRCN0000055420, shSdc2- TRCN0000311814, Itgb5- TRCN0000067123). Each lentiviruses were produced by transient cotransfection of HEK293T cells with shRNA transfer vectors with pMD2G and psPAX2 (AddGene) using X-tremeGENE9 (Roche Applied Science). For lentivirus infection, mNS-5 cells were seeded in 60 mm tissue culture plate at a density of 1 × 10^6^ cells per plate. Twenty-four hours later, cells were infected with lentiviruses in the presence of 8 μg/ml of polybrene (Millipore). Twenty-four hours after lentivirus infection, the medium was removed and replaced with fresh medium containing 600 ng/ml puromycin (Gibco) for selection.

### RNA isolation and microarray analysis

Three independent biological replicates of nonsilencing control and Med12-specific shRNA infected cells were prepared for gene expression microarray analysis. Cells were harvested 5.5 days after virus infection and total RNA was isolated using the RNeasy Mini Kit (Qiagen, Valencia, CA) following the manufacturer’s protocol. RNA was quantified using a NanoDrop 2000c spectrophotometer, and RNA quality was assessed using Agilent Bioanalyzer (Agilent Technologies, Inc., Santa Clara, CA). Double-stranded cDNA was synthesized from 500 ng total RNA and subsequently subjected to biotin-labeled cRNA by llumina® TotalPrep RNA Amplification Kit (Ambion, Applied Biosystems, Foster City, CA). The quality of cRNA was assessed using the same way as described above. Biotinylated cRNA was hybridized onto Illumina MouseWG-6 BeadChip (Illumina, San Diego, CA) according to the manufacturer’s protocol.

Arrays were scanned using Illumina iScan System. Raw signal intensities of gene expression data were processed, background subtracted and quantile normalized using Genome Studio (Illumina). Data was exported from Genome Studio and combined with annotation file and experimental parameter file to import into GeneSpring GX (Agilent) for statistical analysis and visualization (including clustering).

Differentially expressed genes (Benjamini-Hochberg corrected *p*-value of *p* ≤ 0.05 and fold change ≥2) were exported for Ingenuity® Pathway analysis (Ingenuity Systems, Mountain View, CA) to identify biological significance of the transcriptional changes observed in Med12 depleted mNS-5 cells.

### Quantitative RT-PCR analysis

Gene expression was measured by quantitative real-time PCR analysis. Briefly, 1 μg of total RNA extracted from infected mNS-5 cells were subjected to reverse-transcription using ImProm-II Reverse Transcription System (Promega) according to the manufacturer’s instruction. Quantitative PCR was carried out using Applied Biosystems 7900HT Fast Real-Time PCR system in 10ul reactions containing 5ul of Absolute SYBR Green ROX mix (Applied Biosystems®, Foster City, CA) and each primer at 70 nM. Primers were synthesized by IDT (Integrative DNA Technologies, Coralville, IA) and tested for specificity and amplification efficiency. The sequences of the primers used are listed in Additional file 4: Table S2. Relative mRNA levels were calculated using the comparative CT method, as described by the manufacturer (Applied Biosystems®), using GAPDH or β-actin Ct values for normalization. Statistical significance was evaluated by Student’s *t*-test.

### Cell adhesion assay

Cells were seeded at a concentration of 1 × 10^6^ per 60 mm tissue culture plate. After 24 h, cells were infected with shRNA-expressing lentivirus for 24 h and subject to puromycin selection as previously described. Six days post-infection, cells were labeled with calcein AM (Life Technologies™), and re-seeded on black-walled 96 well plates. After 2-hour incubation at 37 °C, nonadherent calcein-labeled cells were removed by washing and fluorescence was measured using Fluoroskan Ascent FL (Thermo Scientific). The percentage of adhesion was determined by dividing the corrected (background subtracted) fluorescence of adherent cells by the total corrected fluorescence of cells added to each microplate well and multiplying by 100 %.

For knockdown-differentiation-adhesion assays, cells were seeded at a concentration of 1 × 10^6^ per 60 mm tissue culture plate. After 24 h, cells were infected with shRNA-expressing lentiviruses for 24 h and then subject to puromycin selection. Five days post-infection, cells were re-seeded onto T-75 tissue culture flask and initiated to differentiate toward neuronal lineage. Adhesion assay was performed 40 h following the start of the neuronal differentiation. Brightfield images were obtained by Nikon Eclipse TE300 inverted optical microscope (Nikon) 1, 4, and 7 days after neuronal differentiation initiation.

### Proliferation assay

Cells were seeded at a concentration of 1 × 10^6^ per 60 mm tissue culture plate. After 24 h, cells were infected with NS, Med12-, Cdk8-, Med1- specific shRNA-expressing lentiviruses at 60–70 % confluency and subject to puromycin selection 24 h after virus infection (Gibco, CA, USA). Cells were re-seeded in triplicate on 12-well plates 4 days post-infection, and proliferation was monitored using viable cell counting after trypan blue staining 24, 48, 72, and 96 h after re-seeding. Statistical significance was evaluated by Student’s *t*-test.

### Cell cycle and apoptosis assay

Cells were infected with shRNA-expressing lentivirus at 60–70 % confluency and selected by puromycin 24 h after virus infection (Gibco, CA, USA). Five days post-infection, cells were detached using Accutase (Sigma-Aldrich, St Louis, MO, USA), washed with PBS, and fixed with 1 ml of ice-cold 70 % ethanol. Following centrifugation, cells were washed with PBS and stained with 20 μg/ml PI (Invitrogen) solution in PBS containing 0.1 % Triton X-100 (Sigma-Aldrich, St Louis, MO, USA) and 0.2 mg/ml DNase-free RNase A (Invitrogen, CA, USA) and incubated in the dark at 37 °C for 30 min. Cells were acquired by the FACSCalibur flow cytometer (BD Bioscience, San Jose, CA) with the CellQuest Pro software and then analyzed with the FlowJo software (TreeStar INC, Ashland, OR). PI-Area and PI-Width parameters were used as doublet discriminators and at least 10,000 single cell events were collected.

For apoptosis, cells were stained with annexin V conjugated to APC and propidium iodide (eBioscience, San Diego, CA) according to the manufacturer’s instructions and were acquired on the FACSCalibur within 1 h. The data was analyzed using the FlowJo software.

### Preparation of cell lysate and western blot analysis

Nuclear extracts were prepared in buffer C (20 mM Hepes pH 7.9, 20 % Glycerol, 420 mM NaCl, 1.5 mM MgCl2, 0.2 mM EDTA, 0.1 % NP-40) supplemented with protease inhibitors. Lysates were resolved by 10 %-SDS PAGE, and proteins were analyzed by immunoblot using antibodies against MED12 (Bethyl), CDK8 (Santa Cruz Biotechnology), Cyclin C (BD Biosciences), MED1 (Santa Cruz Biotechnology), MED4 (produced in our laboratory), MED23 (BD Biosciences), MED30 (produced in our laboratory), TFIIHp89 (Santa Cruz Biotechnology), TFIIEβ (Santa Cruz Biotechnology), and TUJ1 (Covance).

### Ethics approval and consent to participate

Not applicable.

### Consent for publication

Not applicable.

### Availability of data and material

The datasets supporting the conclusions of this article are available in the Gene Expression Omnibus (GEO) repository, accession number GSE80624 at http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE80624.

## Additional files

Additional file 1: Figure S1. Unbiased genome-wide expression profiling analysis validation (A, C, D) RNA from mNS-5 NSCs infected with lentiviruses expressing non-specific (NS) control or Med12-specific shRNAs was harvested and subjected to RT-qPCR analysis. mRNA levels for each gene were normalized to β-actin mRNA and expressed relative to their corresponding mRNA levels in NS control shRNA-expressing cells. In (C, D) relative mRNA levels for 29 randomly selected genes from the original microarray-derived list were determined using the same RNA samples subjected to microarray analysis (C) as well as RNA from an independent set of knockdown experiments (D). Data represent the mean +/− SEM of at least three independent experiments performed in triplicate. Asterisks denote statistically significant differences relative to NS control shRNA (Student’s *t*-test, **p* < 0.1, ***p* < 0.05, ****p* < 0.01). (B) Nuclear extracts from mNS-5 NSCs infected with lentiviruses expressing non-specific (NS) control or Med12-specific shRNAs were harvested and resolved by SDS-10 % PAGE prior to processing by immunoblot using antibodies specific for Med12, Cdk8, the p89 subunit of transcription factor IIH (p89), and the β subunit of transcription factor IIE (TfIIeβ). Both p89 and TfIIeβ served as an internal loading controls. (TIF 16612 kb) Additional file 2: Table S1. Differentially regulated genes by Med12 KD in mNS-5 NSCs. (DOCX 100 kb) Additional file 3: Figure S2. Validation of Med12 and Cdk8 depletion in representative knockdown experiment. Nuclear extracts from mNS-5 NSCs infected with lentiviruses expressing non-specific (NS) control or Med12-specific shRNAs were harvested and resolved by SDS-10 % PAGE prior to processing by immunoblot using antibodies specific for Med12, Cdk8, the p89 subunit of transcription factor IIH (p89), the latter of which served as an internal loading control. (TIF 917 kb) Additional file 4: Table S2. RT-qPCR primer sequences.

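Table S1 gives for each gene an accession, a symbol and the fold change in Med12 knockdown against NS control cells, with a minus sign for falls. Of its 240 entries, 214 were matched to a gene with a probe named here, 201 by accession and 13 by symbol, and 212 were tested. All 212 had the direction that Table S1 gives, 209 of them at an adjusted p of 0.05 or less from limma, and 204 were also called at the 2-fold threshold (156 of 158 rising and 48 of 54 falling entries). These results are of the brightest probe of each gene. On a probe with the matching accession, Gcnt2 gave 0 and Prune2 -0.05 on the log2 scale, where Table S1 gives folds of 53.8 and 3.54. That probe of Gcnt2 was at the floor of 16 on every array, so it does not measure a change. The brightest probes gave 4.08 for Gcnt2 and 1.85 for Prune2. The paper's fold was within 1.5 times that of a probe of the gene for 201 of the 214 entries when values below 1 were set to 1, and for 191 when values below 16 were set to 16. On the log2 scale, Table S1 gives 1.35 for Itgb5, -1.40 for Egr1, -1.16 for E2f3 and -1.10 for Ccne2. All 9 arrays gave 1.35, -1.39, -1.13 and -1.04, and the first knockdown series alone 1.14, -1.15, -0.90 and -0.73. These adhesion and G1/S genes, picked after the results were seen, lost their call in that series. Their Table S1 folds were closer to all 9 arrays, but those of Fgf1, Hsd11b1 and Il33 were closer to the first series. Of the 409 genes called here, 203 are in Table S1, and 169 upregulated and 37 downregulated genes are not. The table was made from the same samples, so this overlap is not independent evidence.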

## Abbreviations

ECM: extracellular matrix
NSC: neural stem cell
PCR: polymerase chain reaction
PIC: pre-initiation complex
Pol II: RNA polymerase II
REST/NRSF: RE1 silencing transcription factor/neural restrictive silencer factor
RNAi: RNA interference
shRNA: short hairpin RNA
XLID: X-linked intellectual disability

# Supplementary material for: Mediator subunit Med12 contributes to the maintenance of neural stem cell identity
**Source:** BMC Dev Biol. 2016 May 17;16:17. doi: 10.1186/s12861-016-0114-0
**Supplement:** Additional file 2: Table S1. — Differentially regulated genes by Med12 KD in mNS-5 NSCs.

## Table S1. Differentially regulated genes by Med12 KD in mNS-5 NSC

# Supplementary material for: Mediator subunit Med12 contributes to the maintenance of neural stem cell identity
**Source:** BMC Dev Biol. 2016 May 17;16:17. doi: 10.1186/s12861-016-0114-0
**Supplement:** Additional file 4: Table S2. — RT-qPCR primer sequences.

## Table S2. Primer sequences for RT-qPCR

How the deposited data were processed for this re-analysis (not part of the article)

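Gene expression was measured in mNS-5 NSCs infected with lentiviruses expressing a non-silencing control or a Med12-specific shRNA, on Illumina MouseWG-6 BeadChips with 45281 probes. There were 3 NS control arrays and 6 Med12 knockdown arrays, in 3 sets by the sample labels. The authors processed the scanner signals in GenomeStudio (its version is not given in the sources used here), subtracted background and quantile normalized, and deposited the result as intensity values on a linear scale. Each array has a maximum of 53518.1 and a minimum of -35.6, so these values can be negative. A table of signals without normalization was not used, since its 18 columns (9 of signal and 9 of detection values) carry names that match no sample.

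The plan set before the data were examined was to normalize the unprocessed signals with their detection values. As that table could not be tied to the samples, the authors' deposited intensities were used, which had been planned as an alternative, with values below 16 set to 16 before log2. Values below 0 were mirrored to estimate the background, which gave an SD of 10.3 and a limit of 16.9 at a one-sided p of 0.05, and a strict limit of 24.0 at 0.01. In place of detection values, a probe was kept where it was above the limit on at least 3 arrays, which left 20026 probes. Gene symbols came from the platform annotation: 34885 probes had 1 symbol, 18 had several and 10378 are unnamed here, and the Entrez identifiers of 34807 were found in a gene table of GRCm38.p6, with 0 symbols changed. For each gene the probe with the highest mean stood for it, and 4167 of the 10757 genes tested had more than 1 probe above background. A gene not above background on any array of a group has only a bound, computed with that group's values set to the limit of 16.9, and is given as at least N-fold.

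Groups were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment over the genes tested. A gene was called at an adjusted p of 0.05 or less and a fold change of 2 or more, as in the paper, whose text does not name the test used on the arrays. In statements on gene lists, higher and lower refer to the adjusted p alone. Gene lists were written before the data were examined but after Table S1 had been read, and those of interferon-stimulated, glutathione and NRF2 response, and circadian clock genes with members of that table in view. There were 34 lists with at least 5 measured genes, tested with limma's camera at a preset correlation of 0.01, and again with an estimated correlation, with which none of the 13 lists past the threshold kept its call. The settings differ in more than the correlation, since p-values also rose for lists with an estimate below 0.01, such as the G1/S list (-0.016). A lost call is thus not by itself evidence that the genes of a list vary together. A second test of the lists, by exact permutation of the 9 arrays into 3 and 6 (84 splits), was added after the data had been seen. It treats the 9 arrays as exchangeable and ignores the sets. The genes named in the text follow a rule set beforehand: genes the paper's results name, the 10 largest rises and falls among called genes whose arrays do not overlap, up to 4 called members of each list, and up to 4 in each direction of the nodes and primers that are in Table S1. The fold changes of Table S1 had been seen when that rule was set, and other genes are named where a count of few members needed them.

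The fit and the calls were tested on simulated data for the comparison of Med12 knockdown with NS control over 10757 genes: of 100 genes changed 2.83-fold 84% were recovered and of 100 changed 4-fold 90.0%, with 4 false calls. The simulated values were independent and normal, for genes already filtered. They had no floor, choice of probe, correlation between genes or sets, so recovery and false calls on the real arrays may differ. The alternatives covered the transformation of the deposited values, the filter on dim probes, the probe standing for a gene, the set number as a block, the treatment of the second knockdown arrays, array weights, the variance prior, an unmoderated test, and leaving out each array in turn. Of the alternatives counted in the text, 3 were added after the data had been seen: 50 added before log2, normexp on the deposited values, and both set 1 knockdown arrays left out. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. RT-qPCR, immunoblot, adhesion and flow cytometry data were not analysed here, and the Ingenuity analysis was not repeated.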

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

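The tests on leaving out the set 1 knockdown arrays, on values at the floor, on the normalization and on fibroblasts were chosen only after the results had been seen, as were the exact permutation of the lists, the choice of the lists set against random ones and 3 of the alternatives counted here (50 added, normexp, and both set 1 knockdown arrays left out). Among lists that the paper does not discuss is that of astrocyte genes. Of 22 measured, 6 were higher and none was lower in Med12 knockdown cells at an adjusted p of 0.05 or less from limma (8 higher and 1 lower when adjusted over the list alone). The median was 0.53 (adjusted p = 0.00564 from camera, and adjusted p = 0.279 with an estimated correlation). Besides Mt3 the 6 higher genes included Agt, the precursor of angiotensin (log2 fold change 1.75), Atp1b2, a sodium pump subunit of glia (1.32), Aldh1l1, a folate enzyme used as an astrocyte marker (1.04), Acsbg1 (0.97) and Aldoc (0.65). Aldh1l1 lost its call under 20 of 25 alternatives (0.65 without NS control replicate 1). The list holds 3 measured genes of Table S1 (Agt, Atp1b2 and Mt3), so it is not independent evidence. Of 23 measured ribosome biogenesis genes, 8 were lower and none was higher (13 lower when adjusted over the list alone; median -0.50; adjusted p = 5.35e-08 from camera, and adjusted p = 0.138 with an estimated correlation). They included the nucleolar GTPase Gnl3 (-1.13), the spermidine synthase Srm (-1.10) and the RNA polymerase I subunit Polr1c (-0.68); Srm lost its call under 6 of 25 alternatives.

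The first pattern weighed is that astrocyte genes were higher while DNA replication (median -0.33) and ribosome biogenesis genes were lower. A trend with signal intensity is argued against: among 10000 random lists matched on intensity, the medians lay at percentile 100 for the astrocyte, 0 for the replication and 0 for the ribosome biogenesis list. The set 1 knockdown arrays, which lie farthest from NS control, are not its whole cause, since without them the adjusted p was 0.0152, 5.38e-06 and 9.94e-07, although the astrocyte median was then 0.21, against 0.53 with them. Arrays that vary together stay open: with an estimated correlation (0.14, 0.14 and 0.17) none of the 3 lists passed, and 1 other split of the arrays gave a shift of 0.56 for the astrocyte list. For the other 2 lists no other split reached the real shift (exact permutation p = 0.0119). The estimated setting also raised the p-values of lists without such a correlation, so it does not settle this. No biological explanation was tested.

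The second pattern is that more genes rose than fell: 325 against 84 at the 2-fold threshold, and 706 against 410 at the adjusted p alone. Values at the floor are argued against as its whole source: among 283 called genes above background on all 9 arrays, which the floor does not touch, 77.0% rose. The authors' quantile normalization cannot be told apart from a true imbalance, since it makes the arrays alike by construction (their medians differ by at most 0.1). Chance is argued against for the counts: the 325 genes higher and 84 lower were reached by 1 of 84 splits each, the real one, and the highest other splits gave 7 and 13. It is not excluded, since 1 of 84 is the smallest share possible and the splits treat the 9 arrays as exchangeable, although they come in sets. The split with 13 sets the 3 arrays of set 1 against the rest.

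The third pattern is that some matrix and mesenchymal genes were higher: 9 of 27 matrix genes, with 1 lower and 17 that did not pass, and 3 of 10 measured mesenchymal and fibroblast genes, with 7 that did not pass (the same 3 when adjusted over the list alone). The 3 were Cd248 (1.82), Col5a1 and the forkhead gene Foxc1 (1.15, a call lost under 10 of 25 alternatives). The mesenchymal list did not pass camera (median 0.39, adjusted p = 0.0658, and adjusted p = 0.282 with an estimated correlation), though it did under 8 of 24 alternatives, and its median was 0.15 without NS control replicate 3 and 0.63 without NS control replicate 2; the matrix list did not pass with an estimated correlation (adjusted p = 0.193) or without NS control replicate 1 (adjusted p = 0.0645). Fibroblasts in the knockdown cultures stay open, since the values point both ways. The highest mean intensity in knockdown cells over the probes of Col1a1, Col1a2 and Col3a1, abundant transcripts of fibroblasts, was 8.58, below the background limit of 16.9. Every probe of these genes had a lower mean in knockdown than in NS control cells, where only Col1a2 exceeded the limit (19.0 ± 5.26, SD, n = 3). By contrast, Ogn, a proteoglycan that fibroblasts also make, rose by 3.68 on the log2 scale (adjusted p = 0.00375). Dcn, another, was above background on none of the NS control and 5 of the 6 knockdown arrays (at least 3.23-fold, adjusted p = 0.205). Whether matrix genes changed within the NSCs or in a subset of them was not tested.

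Further lists outside those the paper discusses passed camera. The interferon and NRF2 lists were written with members of Table S1 in view, of which they hold 3 and 2 measured genes, and the neuronal list holds 2, so these lists are not independent evidence. Of 16 measured interferon-stimulated genes 5 were higher and none lower (8 higher and 1 lower when adjusted over the list alone; median 0.68; adjusted p = 2.56e-04, and adjusted p = 0.0697 with an estimated correlation), among them Ifitm3 (1.40), Samd9l (1.39) and Rsad2 (1.29). Of 18 measured glutathione and NRF2 response genes 8 were higher and none lower (8 higher and 2 lower when adjusted over the list alone; median 0.80; adjusted p = 0.00254, and adjusted p = 0.176 with an estimated correlation), with Gsta1 (1.35), Gsta2 (1.34), Srxn1 (1.12) and Hmox1 (1.08). Of 25 alternatives, 17 ended the call of Gsta1, which was above background in 1 of the 3 NS control replicates and whose groups overlap, and 17 that of Srxn1. Of 12 measured neuronal genes 2 were higher and none lower, also when adjusted over the list alone (median 0.35, or 0.31 with genes at their bound; adjusted p = 0.0151, and adjusted p = 0.246 with an estimated correlation): the calcium-binding protein Calb2 (2.06) and the potassium channel Kcnt1, at least 4.19-fold higher. The neuronal list did not pass without a filter on dim probes (adjusted p = 0.188) or without NS control replicate 2 (adjusted p = 0.0612). None of 18 cholesterol synthesis genes passed on its own or adjusted over the list alone (median -0.29; adjusted p = 0.0131, and adjusted p = 0.388 with an estimated correlation), and the list did not pass without NS control replicate 3 (-0.16, adjusted p = 0.123) or without both set 1 knockdown arrays (-0.14, adjusted p = 0.102). Of the 13 lists that passed camera, 10 also passed the exact permutation (p = 0.0119, adjusted p = 0.0337), and 3 did not: the astrocyte genes (2 of 84 splits, adjusted p = 0.0578), the proteoglycans and the cholesterol synthesis genes (15 of 84 splits, p = 0.179, adjusted p = 0.243). The splits ignore the sets, so the permutation p-values may be too small. Over all lists, 13 passed camera under the real split and 3 of 84 splits gave as many, the highest other also 13. Some of the lists hold genes chosen on these samples, which favours the real split, so the number of lists does not exclude chance. Camera's p-values at the preset correlation may be too small for these arrays. The other splits cannot settle this, since some keep most NS control arrays together and so carry part of the real difference.

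Single arrays stood apart from the other 5 knockdown arrays for 10 of 168 groups tested, where chance gives about 1 in 20, and 6 of the 10 were the second-series array of set 1. On the log2 scale that array was lowest for Barx2 (4.29), Bdnf (7.38), Ccne2 (7.19) and E2f3 (6.16), and highest for Lef1 (4.04, with the others at the floor) and Sdc2 (10.27). The first-series array of set 3 was lowest for Ccnd2 (10.18) and Eif4ebp2 (4, the floor), and that of set 2 highest for Hhip (4.84) and the mean of the Sonic hedgehog list (7.06). The endothelial genes were the only list that differed between the second and first knockdown series by camera, by a median of 0.27 over 6 genes (adjusted p = 0.0293, and adjusted p = 0.864 with an estimated correlation).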

How the results depend on the processing

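The transformations with 50 added and with normexp, the fit without both set 1 knockdown arrays, the lists without Med12, and the choice of the matrix and G1/S lists as main results came after the data had been seen. The counts of upregulated and downregulated genes were 199 and 49 with no filter on dim probes (19057 genes tested), 154 and 43 in the first knockdown series alone (fewer arrays), 163 and 45 with values below 0 set to 0 and 50 added, and 184 and 45 with normexp; the cause of the last 2 was not tested beyond the smaller fold changes that an added constant gives. Leaving out each array in turn gave 239 to 339 upregulated and 69 to 94 downregulated genes. Every other alternative stayed within 1.5 times, and upregulated genes were 75.7% to 83.4% of calls throughout. At the adjusted p alone, which the list tallies use, the main fit had 1116 genes. There were 508 with the knockdown arrays of a set averaged, and 557 with a replicate block added to that fit. The 2 knockdown arrays of a set had an estimated correlation of 0.34, so the tallies depend on counting them as separate samples. Med12 kept its call under all 25 alternatives (-1.40 to -1.01). The shift of the matrix list did not pass with an estimated correlation (0.38, adjusted p = 0.193). It ranged from 0.07 to 0.86 over all alternatives and from 0.27 to 0.44 without 1 array, failing without NS control replicate 1 (0.34, adjusted p = 0.0645). The shift of the G1/S list did not pass with an estimated correlation (-0.38, adjusted p = 0.0971). The estimate for that list was -0.016, below the preset 0.01, yet its camera p rose from 0.0019 to 0.0114. Correlated genes therefore do not account for that failure. No call turned to the other direction. Among results that did not pass, the sign of 2 named genes (Kif23, 0.51, which gave -0.36 with the mean of its probes, and Ccnd2, -0.14 to 0.37) and of the median of 9 lists (the Schwann cell and neural crest list from -0.53 to 0.72) turned under some alternative. Of 83 named genes that were called, 38 were called under every alternative, and of 47 that were not, 42 were called under none; 9 of 13 lists passed under every alternative but the estimated correlation. Leaving out 1 array moved the median by 1.5 times or more for 1 of the 13 lists that passed, cholesterol synthesis, and for 18 of the 21 that did not. With no filter on dim probes the median was 0.04 for the interferon, 0.29 for the NRF2, 0.32 for the astrocyte, 0.20 for the proteoglycan and 0 for the neuronal list; with 50 added it was 0.38, 0.44 and 0.31 for the first 3; and without both set 1 knockdown arrays it was 0.17 for the proteoglycans. Pairing of the arrays by set number fell short of the rule used, with deviations correlated above 0.1 in 4 of 6 pairs of a control and a knockdown array of one set. It is not excluded, since every such correlation was positive (0.03 to 0.30) and 8 of 9 arrays correlated best with their own number. A fit with the set as a replicate block had 1888 genes at an adjusted p of 0.05 or less, against 1116 without it. With the set as a replicate block the counts were 367 and 94, the immediate early genes passed camera (adjusted p = 0.0426) and Ube2c passed (adjusted p = 0.00539; 0.0509 with the knockdown arrays of a set averaged in this fit). No gene differed between the second and first knockdown series in limma (268 at an unadjusted p under 0.05, 2.49% of those tested, and 172 with the strict filter to 433 with the set as a replicate block over the alternatives, none of which called a gene), and with 10 of 10 splits of the 6 arrays giving as many (real 0, highest other 0) the splits are too few to say more. Not run, as they need signals that could not be tied to samples: no background correction, another offset after normexp on those signals, scaling to the 75th percentile, cyclic loess and the BeadChip as a block. Camera was not run in the random block and unmoderated fits, nor the series contrast where the second arrays were averaged, blocked or left out. Intensity limits the dim genes: 24 upregulated genes (7.38%) were below background on every NS control array.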

Differences from the paper's values

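The alternative transformations (50 added, normexp) and the fit without both set 1 knockdown arrays were chosen after seeing the values. The paper gives 240 differentially expressed genes, and 409 were called here at its thresholds. Of the alternatives set before the data were examined, the total falls within 1.5 times the paper's with no filter on dim probes (248), the mean of a gene's probes (351), knockdown arrays of a set averaged without (306) or with a replicate block (347), the first (197) or second (305) knockdown series alone, the unmoderated test (289), and without NS control replicate 2 (321), NS control replicate 3 (308) or the second-series knockdown array of set 1 (358), and not with the others. The paper gives 177 upregulated genes, and 325 were found here; the count comes within 1.5 times with no filter (199), averaged arrays (235), either series alone (154 and 231), the unmoderated test (232) and without NS control replicate 2 (243) or 3 (239), and not with the other alternatives set before. The transformations and the fit without set 1 knockdown arrays, chosen after seeing the values, also bring the total (208, 229 and 325) and the upregulated genes (163, 184 and 254) within. With them 63, 57 and 32 of the 203 genes called here that are in Table S1 lose their call. Of the alternatives set before that bring the total within 1.5 times, the first series alone loses 66 of the 203, the fit without NS control replicate 2 loses 29, no filter and the second series alone 27 each, the fit without NS control replicate 3 loses 25, and the others 12 to 17.

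Table S1 gives folds of 53.86 for Cbr2, 53.8 for Gcnt2 and 49.5 for Lgals3bp, against 13.6, 16.9 and 15.8 here. All 3 are within the paper's value when values below 1 are set to 1, and not under any other alternative set before the data were examined. For E2f2 the paper's fold is -2.12 and the value here -1.33. It comes within without NS control replicate 3 or without the first-series knockdown array of set 2, and not under the other alternatives set before; it also does without both set 1 knockdown arrays, chosen after seeing the values. These are 4 of 64 named genes with a fold in Table S1.

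The paper lists E2f2 among downregulated genes, and it was called under no alternative here. The paper also reports lower E2f2 by RT-qPCR after depletion of Med12 or CycC, which was not analysed here. The accession that Table S1 gives for E2f2 is not among those of the probes named here, so the gene was matched by symbol and the paper's value may come from another probe; of its 3 probes named here, 2 were above background, with log2 fold changes of -0.41 and -0.39. For Myof, matched by symbol in the same way and above background in 1 of the 3 NS control replicates, the paper's fold is 18.9 and the fold here 1.32 (adjusted p = 0.431), and it was called under no alternative. Of the other genes of Table S1 that were tested and not called, Mars2 (-0.49 on the log2 scale, where the paper's fold is -2.07) was called under none. Igfbp4, Nab1 and Dusp10 were called with the mean of their probes or if any probe passed, Fam89b if any probe passed, and Stk24 in the second series alone and without NS control replicate 1 or the first-series knockdown array of set 2 or 3. All of these had the direction that Table S1 gives.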

Other observations

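The exact permutation test of the lists and the test of the Fig. 6e list without Med12 were chosen only after the results had been seen, as were 3 of the alternatives counted here (50 added, normexp, and both set 1 knockdown arrays left out). Of 14 measured circadian clock genes, 6 were higher and 1 was lower in Med12 knockdown cells at an adjusted p of 0.05 or less from limma (8 higher and 2 lower when adjusted over the list alone). The transcription factor Dbp rose by 1.73 on the log2 scale, the nuclear receptors Nr1d2 by 1.54 and Rora by 1.48, Cry2, a repressor of the clock, by 1.11 and Clock by 1.09, Nr1d1 was at least 1.90-fold higher, and Bhlhe40 had a log2 fold change of -0.93. The median was 0.81, which no other split of the arrays reached (exact permutation p = 0.0119, adjusted p = 0.0337), but camera gave an adjusted p = 0.0712 (adjusted p = 0.378 with an estimated correlation) and passed under 6 of 24 alternatives. The list was written with members of Table S1 in view, of which it holds 3 (Clock, Dbp and Nr1d2), and is not independent evidence. Cry2, above background in 1 of the 3 NS control replicates and with groups that overlap, lost its call under 18 of 24 alternatives, and Rora under 15 of 25. Of 26 neural stem cell markers, 3 were lower and none was higher, also when adjusted over the list alone (median -0.17, adjusted p = 0.0658 from camera, passing under 7 of 24 alternatives, and adjusted p = 0.340 with an estimated correlation): the SoxB1 factor Sox3, which fell by 1.33, the RNA-binding protein Msi2 (-0.82) and the Notch effector Hes1 (-0.62). Of 16 p53 target genes, 4 were higher and 1 lower (4 and 2 when adjusted over the list alone; median 0.24, adjusted p = 0.107 from camera, passing under 1 of 24 alternatives, and adjusted p = 0.504 with an estimated correlation), with Gadd45a at 0.78 and Trp53inp1 at 0.88 higher and Aen at -0.84 lower. Of 9 measured quiescence and BMP response genes 2, Prelp and Sostdc1, were higher, also when adjusted over the list alone (median 0.12, adjusted p = 0.174).

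The following lists did not pass camera. Of 13 Wnt pathway target genes 1 was higher, Sfrp1 at 1.10, and 2 lower, Myc and Lef1 (at least 1.83-fold; 2 higher and 5 lower when adjusted over the list alone; median 0.15, mean -0.10, with the test in the direction of the mean, adjusted p = 0.504). Of 11 Sonic hedgehog pathway genes 2 were higher, with Disp1 at 1.17, and Hhip was lower at -0.77 (3 and 1 when adjusted over the list alone; median 0.06, adjusted p = 0.342). Of 13 Notch pathway genes Notch3 was higher at 1.01 and 2 were lower, with Hey1 at -0.74 (2 and 3 when adjusted over the list alone; median 0.13, adjusted p = 0.812). Of 14 REST/NRSF target genes 2 were lower, Cplx1 at -1.26 and Bdnf at -0.66 (2 when adjusted over the list alone; median -0.17, adjusted p = 0.364). None of 7 oligodendrocyte lineage genes passed, over all genes or adjusted over the list alone (median 0.24, adjusted p = 0.433), nor either of 2 measured microglial and immune cell genes. Of 8 Schwann cell and neural crest genes 2 were higher, Mia and Pmp22 (1.13), and Tfap2a was lower at -0.56 (3 and 2 when adjusted over the list alone; median 0.04, adjusted p = 0.476). Of 6 endothelial genes Emcn was higher at 3.19, also when adjusted over the list alone (median 0.48, or 0.44 with genes at their bound, adjusted p = 0.0730, passing under 6 of 24 alternatives, and adjusted p = 0.346 with an estimated correlation). Of 14 glycolysis genes 2 were higher, with Slc2a1 at 0.61, also when adjusted over the list alone (median 0.07, adjusted p = 0.723), and of 7 pluripotency genes Klf2 was higher and Esrrb lower at -1.03, also when adjusted over the list alone (median -0.10, adjusted p = 0.768). Of 9 reference genes often used to normalize RT-qPCR, Rplp0 was lower, at -1.21 (adjusted p = 5.88e-04), and the others did not pass (3 lower when adjusted over the list alone; median -0.07, adjusted p = 0.164). Of 25 alternatives, 18 ended the call of Sfrp1, 14 that of Notch3, 11 that of Cplx1 and 9 that of Esrrb.

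On the arrays, 14 genes that the paper measured by RT-qPCR in other experiments (Fig. 6e), among them Med12, the target of the shRNA, had a median of -0.42 (adjusted p = 0.0122 from camera, and adjusted p = 0.144 with an estimated correlation; -0.30 and adjusted p = 0.0565 without NS control replicate 2), with 4 lower and 1 higher (6 and 1 when adjusted over the list alone), and Ccne2, E2f2, E2f3 and Jun were chosen by the study on these samples. Without Med12, 3 genes were lower and 1 was higher (5 and 1 when adjusted over the list alone), and the median was -0.41 (adjusted p = 0.0469 from camera, and adjusted p = 0.243 with an estimated correlation). Among those that did not pass were E2f4 at -0.71 (adjusted p = 0.0666), Ccna2 at -0.43 (adjusted p = 0.143) and Ccne1 at -0.51 (adjusted p = 0.176). The kinase inhibitors Cdkn1a (0.15, adjusted p = 0.507) and Cdkn1b (0.26, adjusted p = 0.588) did not pass either. Of the Mediator kinase module, Cdk19 had intensities of 504 ± 71.3 (SD, n = 3) in NS control and 669.7 ± 66.1 (SD, n = 6) in Med12 knockdown cells (log2 fold change 0.41, adjusted p = 0.0785 from limma), above background on all 9 arrays; of its other probes, 1 gave 505 ± 159 in NS control cells and 1 was above background on 1 array only. Cdk8 had a log2 fold change of 0.22 (adjusted p = 0.260), Ccnc of -0.19 (adjusted p = 0.380) and Med1 of 0.34 (adjusted p = 0.0996), and no probe of Med13 was above background on 3 or more arrays. The other Ccnc probes above background gave -0.45 to -0.70, and none of them passed over all probes.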
